# Whole Genome Expression Profiling Shows that BRG1 Transcriptionally Regulates UV Inducible Genes and Other Novel Targets in Human Cells

**DOI:** 10.1371/journal.pone.0105764

**Published:** 2014-08-26

**Authors:** Ling Zhang, Leah Nemzow, Hua Chen, Jennifer J. Hu, Feng Gong

## Abstract

UV irradiation is known to cause cyclobutane pyrimidine dimers (CPDs) and pyrimidine (6–4) pyrimidone photoproducts (6-4PPs), and plays a large role in the development of cancer. Tumor suppression, through DNA repair and proper cell cycle regulation, is an integral factor in maintaining healthy cells and preventing development of cancer. Transcriptional regulation of the genes involved in the various tumor suppression pathways is essential for them to be expressed when needed and to function properly. BRG1, an ATPase catalytic subunit of the SWI/SNF chromatin remodeling complex, has been identified as a tumor suppressor protein, as it has been shown to play a role in Nucleotide Excision Repair (NER) of CPDs, suppress apoptosis, and restore checkpoint deficiency, in response to UV exposure. Although BRG1 has been shown to regulate transcription of some genes that are instrumental in proper DNA damage repair and cell cycle maintenance in response to UV, its role in transcriptional regulation of the whole genome in response to UV has not yet been elucidated. With whole genome expression profiling in SW13 cells, we show that upon UV induction, BRG1 regulates transcriptional expression of many genes involved in cell stress response. Additionally, our results also highlight BRG1's general role as a master regulator of the genome, as it transcriptionally regulates approximately 4.8% of the human genome, including expression of genes involved in many pathways. RT-PCR and ChIP were used to validate our genome expression analysis. Importantly, our study identifies several novel transcriptional targets of BRG1, such as *ATF3*. Thus, BRG1 has a larger impact on human genome expression than previously thought, and our studies will provide inroads for future analysis of BRG1's role in gene regulation.

## Introduction

SWI/SNF is part of a family of chromatin remodeling complexes which act as master regulators of gene expression in yeast and human cells [1], by modifying nucleosomes in an ATP-dependent fashion. Mammalian SWI/SNF complexes contain one of two ATP catalytic subunits, BRM (Brahma) or BRG1 (Brahma Related Gene), and also contain additional proteins called BAFs (BRM/BRG1 Associated Factors) consisting of core and accessory subunits [2], which function as a diverse array of biochemical and functional activities [3]–[6].

Several lines of evidence suggest that the SWI/SNF chromatin remodeling complexes are important for protection of genome integrity. Previous studies have shown SWI/SNF accumulation at DNA double strand breaks in yeast [7], [8]. In addition, SWI/SNF is involved in chromatin dynamics after exposure to ultraviolet (UV) radiation [9], [10] and appears to be associated with Rad4-Rad23, a heterodimer that recognizes UV lesions in yeast and facilitates nucleotide excision repair (NER) for such lesions [11]. Interestingly, it has been shown that the BAF subunits in SWI/SNF-like complexes play a protective role in genome integrity, since inactivation of the SWI/SNF-like BAF complexes renders human cells sensitive to DNA damaging agents, such as UV and ionizing radiation (IR) [12], [13]. BRG1 in particular, appears to be a crucial part of SWI/SNF-like BAF complexes, since expression of a dominant negative mutant of BRG1 inactivates of the BAF complexes and results in inefficient DNA double-strand break repair and sensitizes cells to ionizing radiation [14]. Cells lacking functional BRG1 are sensitive to various DNA damage agents, including ionizing radiation and doxorubicin [14], cisplatin [15], [16], and UV radiation [12]. BRG1 has also been shown to play a role in genome integrity by contributing to proper NER of CPDs induced by UV irradiation [17], [18], and has been shown to also respond to DNA damage by suppressing UV induced apoptosis, and restoring checkpoint deficiency [12].

Defects in DNA repair and improper regulation of cell cycle progression and apoptosis can lead to development of cancer, and thus much recent work has focused on the role of the BAF ATPase BRG1 in cancer [19]–[21]. *BRG1* gene is frequently deleted or mutated in a variety of tumor cell lines, implicating *BRG1* as a potential tumor suppressor gene [22], [23], and mouse models have confirmed the tumor suppressor activities of BRG1 [20], [24], [25]. Given that transcriptional response is a well-documented strategy for cells to survive exposure to various DNA damaging agents [26]–[28], thereby suppressing tumor formation, it becomes important to understand how BRG1 may play a role in regulating genes responsible for DNA repair and cell cycle progression while improving our efforts in combating cancer.

Previous whole genome analyses have shown that BRG1 transcriptionally regulates genes involved in cellular proliferation and tumor suppression [29], [30]. Yet, only a limited number of genes regulated by BRG1 in response to UV radiation have been reported, and the impact of UV induced gene regulation by BRG1 on the human transcriptome as a whole is not well understood. In this study, we investigated the role of BRG1 in the transcriptional response to UV radiation with whole genome expression studies. Here we use a microarray approach to systematically compare UV-induced gene expression profiles in two isogenic cell lines derived from the adrenal cortical carcinoma cell line SW13, which lack BRG1 protein expression. Experiments with triplicates were designed to assess BRG1-mediated alterations in over 47,000 transcripts in response to UV radiation. Reverse transcriptase polymerase chain reaction (RT-PCR) was performed to confirm microarray data, and Chromatin Immuniprecipitation (ChIP) showed that BRG1 associated with promoter regions of these regulated genes. Here we show that BRG1 does indeed regulate transcription of genes important for UV damage repair and cell signaling upon UV induction, and identify several novel BRG1 transcriptional targets. These results will direct future experiments to fully understand BRG1's role as a tumor suppressor.

## Materials and Methods

### Cell lines and culture

Stable cell lines, SW13+pREP7 (vector), SW13+pREP7+BRG1 from previous study in which BRG1 isoform C expression has been confirmed [12], and SW13 and 293T cell lines (purchased from the ATCC), were cultured in Dulbecco's modified Eagle's medium (DMEM) (CELLGRO, Manassas, VA) supplemented with 10% fetal bovine serum (HyClone, Logan, UT) and penicillin-streptomycin.

### UV Treatment and 5-aza-2′-deoxycytidine treatment

As shown in Fig. 1, SW13+pREP7 and SW13+pREP7+BRG1 cells were irradiated with 10 J/m2 UV or mock treated. After treatment, warm media were added back and cells were incubated for 6 hours before being collected for RNA preparation. SW13 cells were treated with 50 µM demethylating agent 5-aza-2′-deoxycytidine (5-Aza) and incubated for 4 days before being collected for RNA extraction.

**Figure 1:**
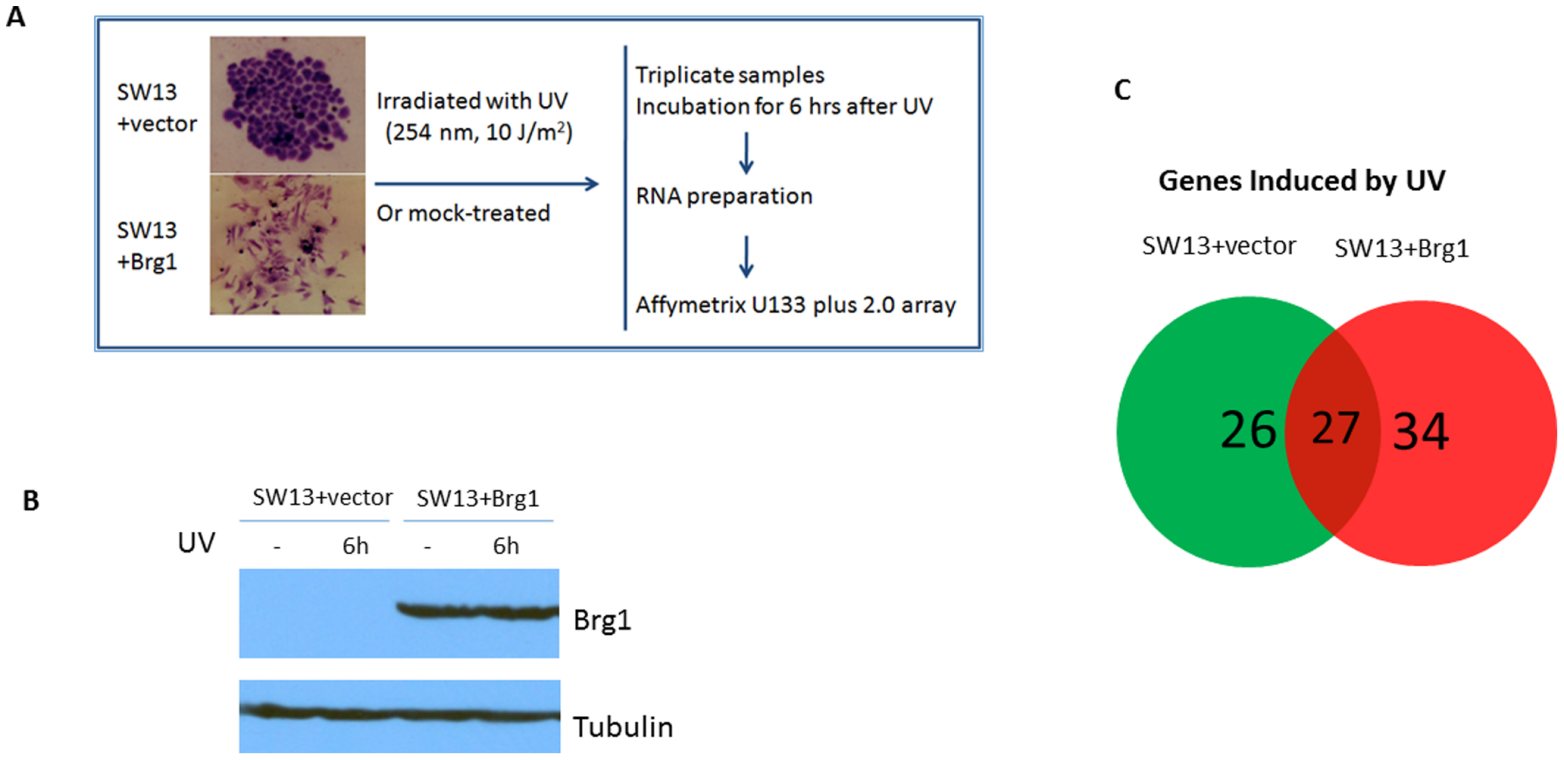
Microarray analysis of gene expression in response to UV irradiation in SW13 cells with or without BRG1. (**A**) Morphological changes of SW13 cells after BRG1 re-expression and a schematic representation of sample preparation for Microarray analysis. SW13 cells with and without reintroduction of BRG1 were irradiated with UV or mock-treated. Three independent biological samples of these treatments were incubated for 6 hours in warm media to allow for recovery, and then collected for RNA extraction. RNA preparations were then used for Microarray analysis. Interestingly, this figure also shows the morphological changes associated with reintroduction of BRG1 in SW13 cells. (**B**) Western blotting confirming BRG1 protein expression. (**C**) Venn Diagram showing that BRG1 regulates the transcriptional response to UV irradiation in human cells. Shown here are the number of genes induced by UV in SW13 cells and SW13+BRG1 cells. 34 of these genes are BRG1-dependent genes, and are not expressed without BRG1 reintroduction. Out of the 87 total genes induced by UV, 61 of them are only induced in cells which include expression of BRG1. Thus, more than 70% of UV induced genes are regulated by BRG1.

### Microarray analysis

Total RNA was prepared using TRIZOL reagent (Invitrogen, Carlsbad, CA), followed by the RNeasy kit (Qiagen, Valencia, CA), according to the manufacturer's instructions. Three independent biological replicates of SW13+pREP7 and SW13+pREP7+BRG1 were subjected to microarray analysis using Affymetrix U133 plus 2.0 gene chip. Target synthesis and GeneChip hybridization, washing, staining, and scanning were performed at the Molecular Biology Core at Washington State University. Microarray output was examined visually for excessive background noise and physical anomalies. The default MAS statistical values were used for all analyses. All probe sets on each array were scaled to a mean target signal intensity of 125, with the signal correlating to the amount of transcript in the sample. An absolute analysis using MAS was performed to assess the relative abundance of the 47,000 represented transcripts and variants, including 38,500 human genes, based on signal and detection (present, absent, or marginal). The resulting data from the absolute analysis were exported into Microsoft EXCEL and then imported into GeneSifter software (GeneSifter.net, Seattle, WA). Transcripts expressed differentially at a statistically significant level were determined using the Welch t-test (variances not assumed equal) with a P-value cutoff of 0.05.

### DNA-Chip Analyzer (dChip) analysis

The bird's eye view of gene location in the genome, as seen in Fig. 2, was generated using dChip, a software package implementing model-based expression analysis of oligonucleotide arrays [31]. The transcription starting site is used for gene position. The vertical bar above the horizontal line means that the gene is on the forward strand, and vice versa.

**Figure 2:**
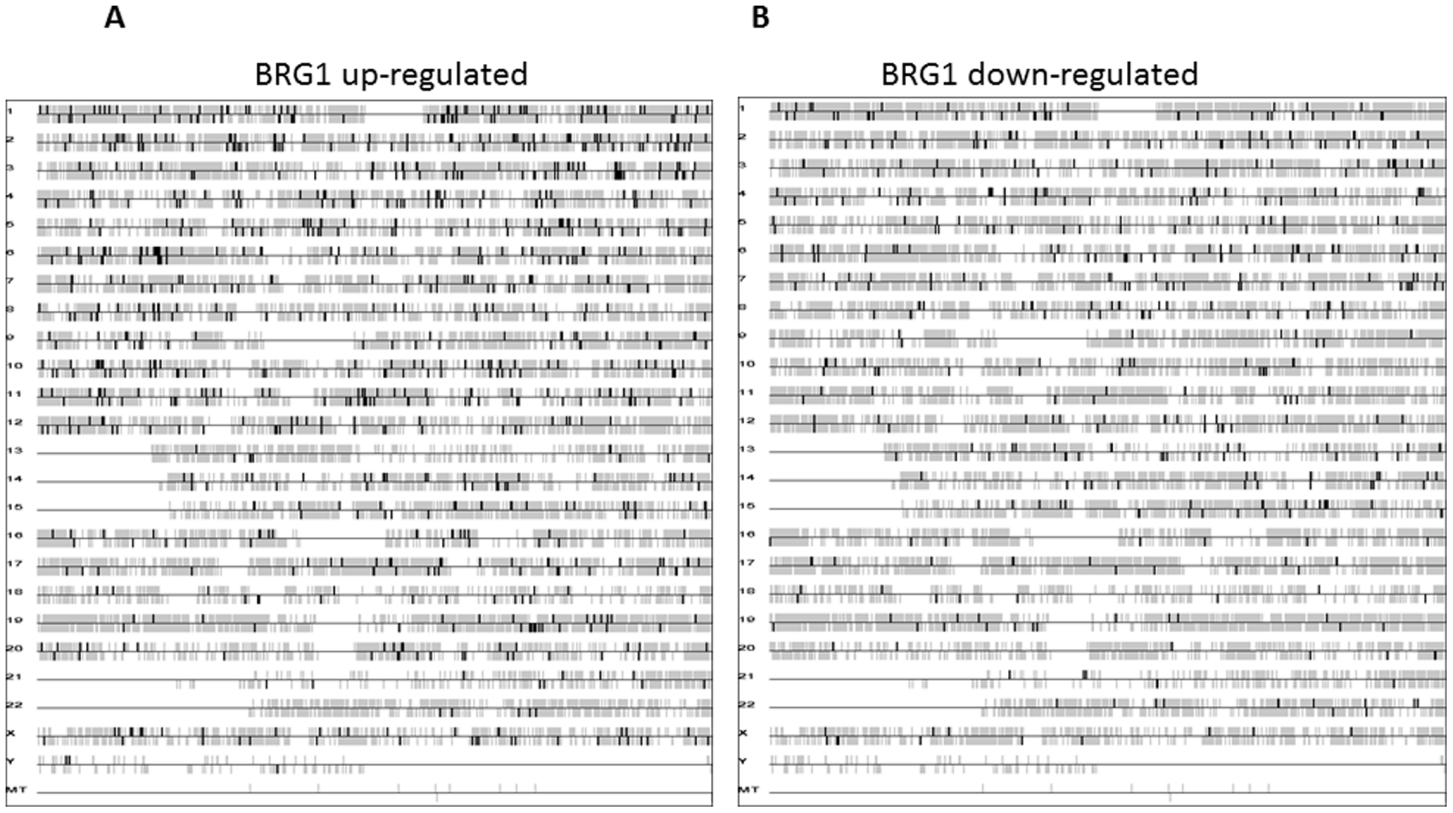
Whole genome view of BRG1 regulatory gene targets (in the absence of UV irradiation) showing the locations of genes on each human chromosome. The vertical bar above the horizontal line indicates genes on the forward strand, and vertical lines below the horizontal line indicate genes on the reverse strand. (A) Genes upregulated by BRG1. (B) Genes downregulated by BRG1.

### Reverse transcription-PCR (RT-PCR) and quantitative real time PCR

Total RNA samples generated for the microarray experiment as described above, were also used for RT-PCR after DNase I digestion (Ambion, Austin, TX). Single-strand cDNA was synthesized using the Reverse Transcription System (Promega, Madison, WI) using oligo(dT)_12–18_ as primer. PCR was performed subsequently using RedTaq DNA polymerase (Sigma, St. Louis, MO) as described with primers listed in Table S1A. The PCR conditions were: 94°C, 30 sec; 52°C, 30 sec; and 72°C, 1 min, for 35 cycles. The cDNA was used as template in a quantitative real-time PCR using a MJ Mini Personal Thermal Cycler (Biorad). Reactions were done in a final volume of 20 µl in SsoFast EvaGreen Supermix (Biorad). Primer sequences are listed in the Table S1A. The mRNA expression levels for all samples was normalized to the levels of GAPDH.

### Chromatin immunoprecipitation assays

Chromatin immunoprecipitation assays (ChIP) were performed using the protocol described on Upstate Cell Signaling website (http://www.millipore.com/techpublications/tech1/mcproto407) in 293T cell line. Immunoprecipitations were done using 4ug of the rabbit anti-BRG1 antibody (H-88) from Santa Cruz Biotechnology. The primers used to amplify *E*-*cadherin, PML*, *RGC32/c13 orf15*, *EGFR*, *S100A2*, *TNIK*, *ARHGAP29/PARG1*, and *ATF3* from the promoter region are listed in Table S1B. The PCR conditions were similar to those described above.

## Results and Discussion

DNA repair and transcriptional activation are two important cellular responses to deal with UV damage [32]. Since BRG1, an ATPase of the SWI/SNF-like BAF complexes, is a major co-regulator of transcription in mammalian cells [33], this study sought to examine its role in protecting human cells against UV radiation. 

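KRT18, a keratin of epithelial cells, had a mean signal of 187.7 ± 8.28 (SD) on the 3 arrays of mock-treated SW13 cells with the empty vector and 3755 ± 1042 on the 3 arrays of mock-treated SW13 cells with BRG1, a log2 fold change of 4.29 (standard error 0.18). MMP10, a secreted protease that degrades matrix proteins, went the other way, from 3298 ± 557.7 to 36.7 ± 7.01 (log2 fold change -6.49, standard error 0.26, n = 3 arrays per group). GAPDH, a glycolytic enzyme often used as a reference gene, had similar signals in mock-treated cells of the 2 lines, 10070 ± 709.8 with the vector and 10560 ± 1466 with BRG1. Both changes passed the limma test between the lines with adjusted p = 2.5e-09 for KRT18 and 1.7e-09 for MMP10, and GAPDH did not pass it (adjusted p = 0.726). Across all 12 arrays, which also cover both lines 6 h after UV, correlations of log2 signals were 0.879 to 0.917 for the 12 pairs of arrays within a group and 0.818 to 0.893 for the 54 pairs between groups. The ranges overlap, and 3 arrays per group limit the precision of each value.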

To study the expression profile of genes in response to UV and mock treatment, we used isogenic cell lines, SW13+pREP7 (SW13+vector) and SW13+pREP7+BRG1 (Fig. 1A). BRG1 expression was confirmed by Western blot analysis and it is apparent that UV treatment did not affect BRG1 expression in SW13+Brg1 cells (Fig. 1B). By comparison with earlier studies, our investigation using oligonucleotide microarray technology (Affymetrix Human Genome U133 Plus 2.0 GeneChips) provides a more comprehensive profile of gene expression. We found that BRG1 regulates more than 70% of UV inducible genes, which are dispersed throughout the genome (Fig. 1C), some of which have been shown to be involved in UV damage repair and signaling. 

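Several transcripts rose after UV in both lines. SAT1, the enzyme that acetylates spermidine and spermine, rose from 239.9 ± 0.72 to 829 ± 34.8 in SW13+vector cells and from 741 ± 150.9 to 1664 ± 170.4 in SW13+BRG1 cells (mean signal ± SD, n = 3 arrays per group). The long noncoding RNAs LINC00662 and LINC01003 rose with log2 fold changes of 2.17 (standard error 0.18) and 1.80 (0.20) with the vector and 1.78 and 1.83 with BRG1. FOSB, an AP-1 subunit induced early by stress, also rose in both, with log2 fold changes of 3.09 and 3.95 (standard error 0.67 in each), though without UV-treated SW13+vector array 3 its change of 2.66 there was not called. Of the 5 tested probe sets of LINC00662 the brightest alone was called. With the mean over its probe sets, the change of LINC00662 with the vector was -0.17, so its rise there rests on that probe set. In the limma tests 330 probe sets rose in either line, of which 55.5% were called in SW13+BRG1 cells and 34.2% there alone, while 147 probe sets were called with the vector alone. The interaction term tests whether the UV effect differs between the lines: of the 113 probe sets called with BRG1 alone, 93 had a log2 fold change over 0 with the vector, and the interaction passed for 2 after adjustment and for 43 at an unadjusted p under 0.05. These counts come from a fit that does not take the experiment numbers of the arrays as blocks. With such blocks, over all probe sets, the interaction passed as positive for 16 in place of 4. As negative it passed for 53 in place of 12.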

Surprisingly, by comparing gene expression in SW13+pREP7 and SW13+pREP7+BRG1 cells in the absence of UV treatment, this study shows that BRG1 regulates gene transcription in whole human genome, in a global fashion (Fig. 2). We show that altogether, about 4.8% of the human genome is transcriptionally regulated by BRG1, which is comparable with previous findings that the SWI/SNF complex regulates 6% of genes in yeast [34]. Thus, our study establishes that BRG1 availability in mammalian cells affects cellular transcriptional response to UV radiation. In addition, based on the genome expression data, our ChIP studies identified several novel transcriptional targets directly regulated by BRG1, warranting future experiments to fully understand BRG1's role as a tumor suppressor.

### BRG1 transcriptionally regulates stress response genes that are induced by UV radiation

Transcriptional response is one of several ways cells deal with stress associated with DNA damage. Other responses include activation of DNA repair pathways and cell cycle checkpoints to arrest cell cycle progression and apoptosis [32]. Previously, we have shown that BRG1 suppresses UV induced apoptosis in SW13 cells [35], but the underlying mechanisms remain undefined. 

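Most transcripts that changed 6 h after UV fell. LRP6, a Wnt co-receptor, fell by 2.69 on the log2 scale in SW13+vector cells and by 2.65 in SW13+BRG1 cells (standard error 0.25 in each, n = 3 arrays per group), and TCF7L2, a transcription factor of the same pathway, fell by 2.29 and 2.37 (standard error 0.19). ARID1A, a subunit of the BAF form of the SWI/SNF complex, went from a mean signal of 1420 ± 39.97 (SD) to 428 ± 36.7 with the vector and from 1089 ± 75.2 to 240.0 ± 69.4 with BRG1. DYRK1A, a protein kinase, fell by 2.28 (standard error 0.19) and 2.93 (0.19). Other probe sets of these 4 genes were not all called. With limma, at a fold change over 2 and an adjusted p under 0.05, 217 probe sets were higher and 1175 lower after UV in SW13+vector cells, and 183 higher and 1895 lower in SW13+BRG1 cells. The 2 lines shared 70 of the higher and 715 of the lower probe sets, against 1.22 and 68.3 expected if the calls were independent, and the UV effects correlated across probe sets with r = 0.498. The number of higher probe sets in SW13+vector cells fell to 135, 136 and 140 when UV-treated array 1, 2 or 3 of that line was left out. The counts also move with the scaling of the arrays. With quantile normalization 263 were higher and 843 lower with the vector, and 296 and 1246 with BRG1. Scaled to hybridization controls they were 119 and 2264, and 85 and 4330. A common median moved them less, to 192 and 1220, and 191 and 1676.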

Gene expression profiling showed that UV radiation significantly (>2 fold induction, p<0.05) induces expression of 53 genes in SW13+pREP7 cells, 61 genes in SW13+pREP7+BRG1 cells (Tables S2A and S2B, respectively). Interestingly, 34 genes induced by UV are BRG1-dependent (Fig. 1C and Table 1). Many of those UV-inducible genes are transcription factors, which directly enhance/repress the transcription of their target genes, thus regulating their ability to exert biological functions in cellular responses to protect cells again the toxic effect of UV radiation. Also among these BRG1-dependent UV inducible genes, *ATF3*, *Gadd45a* and *p21* are known to play important roles in cellular resistance to UV radiation [36]–[38], and our microarray studies show that they exhibit higher levels of expression in SW13 cells when BRG1 is re-introduced. These data confirm our previous RT-PCR observations that BRG1 regulates expression of p21 and Gadd45a [35], and that BRG1 binds to *Gadd45a* and *p21* promoter regions to regulate their expression [12], [39], [40].

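NFKBIZ, an atypical inhibitor of NF-κB, went from a mean signal of 400.2 ± 21.9 (SD) to 282 ± 26.5 after UV in SW13+vector cells, less than 2-fold, and rose from 94.5 ± 8.91 to 262 ± 38.4 in SW13+BRG1 cells (n = 3 arrays per group). MAFF, a small MAF transcription factor, rose with a log2 fold change of 1.98 (standard error 0.15) with BRG1, and its change of 0.66 (0.15) with the vector was under 2-fold and not called. Its mean signals were 594 before and 942 after UV with the vector, and 208 and 825 with BRG1. Between the lines MAFF was lower with BRG1 without UV (-1.52, called) and differed by -0.20 with UV, not called. Its larger UV effect with BRG1 thus started from a lower signal and did not end at a higher one. NR4A2, an orphan nuclear receptor, rose by 2.13 on the log2 scale (standard error 0.49) with BRG1 and by 0.90 with the vector, where the change was not called. Of NFKBIZ 1 of 2 tested probe sets and of NR4A2 2 of 3 were called higher after UV with BRG1. At the gene level the difference in the UV effect between the lines was 1.97 (standard error 0.22) for NFKBIZ and 1.32 (0.22) for MAFF, with adjusted p = 0.00242 and 0.0465, and the call of MAFF was lost when any of 10 of the 12 arrays was left out or when p was adjusted over all probe sets (0.0729). On the other probe set of MAFF in Table 1 the difference was 0.29 (standard error 0.35). There the UV effects were 0.77 with the vector, not called, and 1.06 with BRG1, called. Table 1 lists genes by their calls in each line. Of its 37 probe sets, 24 were called higher after UV in SW13+BRG1 cells and 10 in SW13+vector cells, and 26 had the larger UV effect with BRG1. The interaction passed for 1 of them when adjusted over all probe sets, for 9 adjusted over the list alone, and for 10 unadjusted. Because the list was chosen from these same arrays, it is not independent evidence of a difference between the lines. The paper calls the genes of the table BRG1-dependent.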

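HBEGF, a growth factor that binds the EGF receptor, rose after UV in both lines on its brightest probe set, from a mean signal of 95.3 ± 17.2 (SD) to 276 ± 13.9 in SW13+vector cells and from 202 ± 75.6 to 1083 ± 92.7 in SW13+BRG1 cells (n = 3 arrays per group). On the probe set of HBEGF in Table 1 the change with the vector was 0.90 on the log2 scale, under 2-fold, and 2.11 with BRG1, which was called, and another was called in neither line. JUN, the AP-1 subunit, was high in mock-treated SW13+BRG1 cells, 2816 ± 588.0, and fell to 873 ± 147.4 after UV, whereas in SW13+vector cells it went from 163.5 ± 4.00 to 293.5 ± 16.1, a change under 2-fold. Of the 4 tested probe sets of JUN, 2 were called lower after UV with BRG1, and a dimmer one was called higher with the vector, from 6.62 ± 1.68 to 48.7 ± 19.5, and not called with BRG1. IER3, an early response gene, followed the same course, 880 ± 109.7 to 303 ± 27.9 with BRG1 and 84.3 ± 10.4 to 128 ± 16.3 with the vector. KLF2, a zinc finger transcription factor, fell by 3.28 on the log2 scale (standard error 0.76) with BRG1 and was not called with the vector. The limma interaction was -2.52 (standard error 0.23, adjusted p = 0.000919) for JUN, of which 3 of 4 tested probe sets passed, -2.14 (0.23, adjusted p = 0.00211) for IER3 and -2.54 (1.07, adjusted p = 0.816) for KLF2. Among 36 tested immediate early and AP-1 genes, 3 rose and 3 fell after UV in SW13+vector cells, and 6 rose and 5 fell in SW13+BRG1 cells. Adjusted over the list alone, the counts were 3 and 3 with the vector and 6 and 6 with BRG1. Taken as a set, the list shifted in neither line (adjusted p = 0.329 and 0.903).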

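GADD45A, a p53 target that acts in growth arrest and DNA repair, rose after UV in SW13+BRG1 cells from a mean signal of 708 ± 290.4 (SD) to 1937 ± 48.9, and was not called in SW13+vector cells, 55.6 ± 6.50 to 71.4 ± 15.98 (n = 3 arrays per group). CDKN1A, which encodes p21, rose with BRG1 and, at the gene level, with the vector, from 57.9 ± 17.8 to 121.9 ± 35.8 with the vector and from 114 ± 49.2 to 321 ± 62.0 with BRG1. PMAIP1, the p53 target also called NOXA, was 258 ± 95.9 and 1040 ± 286.7 in SW13+BRG1 cells before and after UV, and 13.9 ± 12.5 and 17.9 ± 2.66 with the vector. The UV effects in the limma fit were 1.52 (standard error 0.24, adjusted p = 0.000747) for GADD45A with BRG1 and, for CDKN1A, 1.57 (0.33, adjusted p = 0.00511) with BRG1 and 1.07 (0.33, adjusted p = 0.0491) with the vector. The difference in the UV effect between the lines was 1.18 (standard error 0.34, adjusted p = 0.479) for GADD45A, 0.50 (0.47, adjusted p = 0.999) for CDKN1A and 1.28 (0.74, adjusted p = 0.952) for PMAIP1. Of the 2 tested probe sets of PMAIP1, 1 was called after UV with BRG1. The call of CDKN1A in SW13+vector cells was lost with p adjusted over all probe sets (0.0642) and when any of 8 of the 12 arrays was left out, and the interaction of GADD45A passed without mock-treated SW13+BRG1 array 3, at 1.49.

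**Figure D1:**
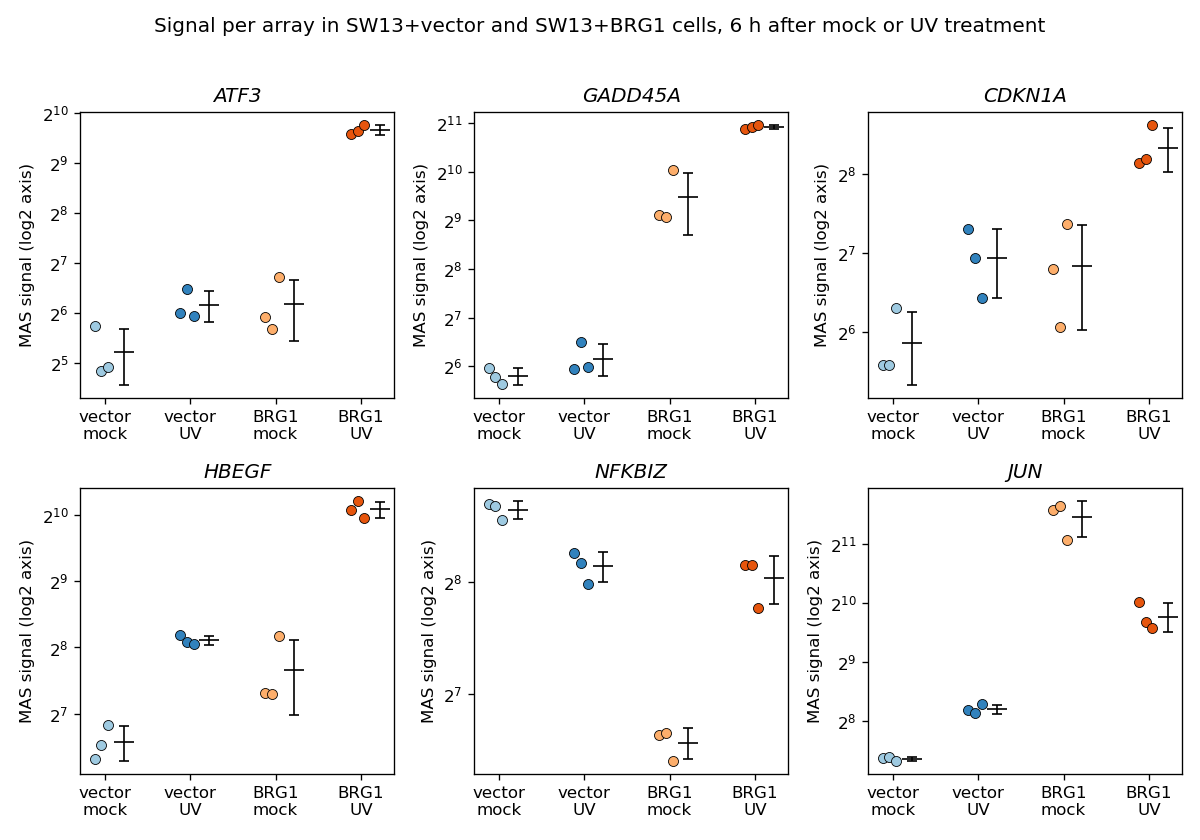
Signals of ATF3, GADD45A, CDKN1A, HBEGF, NFKBIZ and JUN on each array of SW13+vector and SW13+BRG1 cells after mock or UV treatment. Black bars show the mean and SD of the arrays of a group.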

**Table 1:** 34 Genes Induced by UV Radiation in a BRG1-Dependent Manner.

Probe Set ID	Gene Symbol	Gene Title
202284_s_at	CDKN1A	Cyclin-dependent kinase inhibitor 1A (p21, Cip1)
202672_s_at	ATF3	Activating transcription factor 3
202708_s_at	HIS2H2BE	Histone cluster 2, H2be
202859_x_at	IL8	Interleukin 8
203725_at	GADD45a	Growth arrest and DNA inducible, alpha
204621_s_at	NR4A2	Nuclear receptor subfamily 4, group A, member 2
205193_at	MAFF	v-maf musculoaponeurotic fibrosarcoma oncogene homolog F (avian)
207064_s_at	AOC2	Amine oxidase, copper containing 2 (retina-specific)
211506_s_at	IL8	Interleukin 8
214169_at	UNC84A	Unc-84 homolog A (*C. elegans*)
220533_at		Transcribed locus
36711_at	MAFF	v-maf musculoaponeurotic fibrosarcoma oncogene homolog F
38037_at	HBEGF	Heparin-binding EGF-like growth factor
223218_s_at	NFKBIZ	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta
228839_s_at	LOC642361	Hypothetical gene supported by AF064843; AK025716 /// hypothetical LOC642361
230604_at		Transcribed locus
231233_at		Transcribed locus
231417_at		Transcribed locus
232097_at	TOX4	TOX high mobility group box family member 4
237116_at	LOC646903	Hypothetical LOC646903
238012_at	DPP7	Dipeptidyl-peptidase 7
238633_at	EPC1	Enhancer of polycomb homolog 1 (*Drosophila*)
239814_at		Transcribed locus, strongly similar to XP_531062.1 PREDICTED: hypothetical protein [Pan troglodytes]
242255_at	LOC100130837	Hypothetical protein LOC 100130837
242594_at	FAM44A	Family with sequence similarity 44, member 4
243404_at		Transcribed locus
243947_s_at		Transcribed locus
1552362_a_at	LEAP2	Liver expressed antimicrobial peptide 2
1554020_at	BICD1	Bicaudal D homolog 1 (*Drosophila*)
1554980_a_at	ATF3	Activating transcription factor 3
1556213_a_at	BTG3	BTG family, member 3
1556216_s_at		cDNA clone IMAGE: 5261375
1556346_at		Partial mRNA; ID YG39-1A
1556588_at	C15orf37	Chromosome 15 open reading frame 37
1557104_at	ZNF397OS	Zinc finger protein 397 opposite strand
1560129_at		mRNA; cDNA DKFZp313H0240 (from clone DKFZp313H0240)
1565759_at	RPL 13	Ribosomal protein L 13

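ATF3, a stress-induced transcription factor of the ATF/CREB family, had a mean signal of 37.3 ± 13.7 (SD) in mock-treated and 71.4 ± 15.1 in UV-treated SW13+vector cells, and 72.2 ± 28.8 and 805 ± 52.8 in SW13+BRG1 cells (n = 3 arrays per group). Its log2 fold change after UV was 3.55 with BRG1 and 0.97 with the vector (standard error 0.30 in each), with limma adjusted p = 1.15e-05 and 0.046, and the change with the vector stayed under 2-fold. Without UV, ATF3 differed between the lines by 0.94 (standard error 0.30), also under 2-fold, and after UV by 3.51 (0.30, adjusted p = 1.76e-06). The UV effect was larger with BRG1 by 2.58 on the log2 scale (standard error 0.42, adjusted p = 0.0465). Of its 3 tested probe sets 2 were called higher after UV with BRG1. The interaction test is close to its threshold, it did not pass with p adjusted over all probe sets (0.0729), and the call was lost when any array but mock-treated SW13+BRG1 array 3 was left out.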

Although it has been shown that ATF3 acts cooperatively with BRG1 to activate promoters, and plays a role in recruitment of BRG1 to gene promoters [41], this study identifies for the first time that under UV induction, BRG1 controls *ATF3* expression. ATF3, a transcription factor in the ATF/CREB family, plays a significant role in cells stress response. ATF3 protein is expressed at a low levels in normal and quiescent cells, but can be rapidly and highly induced in response to multiple and diverse extracellular signals [42] including UV irradiation [43]. Importantly, overexpression of ATF3 protein suppresses cell growth [44]. Interestingly, BRG1 binds to the *ATF3* promoter both, with and without UV irradiation, but binds better under UV conditions and higher expression of *ATF3* is seen under these conditions as well (Fig. 3). This seems to suggest that there are perhaps other transcription factors activated by UV that aid BRG1 in binding to the *ATF3* promoter. Further studies are necessary to fully understand this data, but our data newly demonstrate that BRG1 plays a direct role in activating expression of *ATF3* under UV conditions.

**Figure 3:**
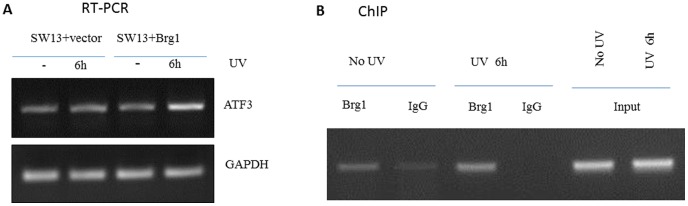
BRG1 controls ATF3 expression under UV conditions. (**A**) RT-PCR analysis of ATF3 gene expression in SW13+vector and SW13+BRG1 cells. Both cells were collected 6 hours after UV treatment. RNA was purified and RT-PCR products were analyzed on agarose gel. (**B**) Binding of BRG1 to ATF3 gene promoter region. 293T cells were UV irradiated and incubated for 6 hours followed by Chromatin Immunoprecipitation (ChIP) assay with anti-BRG1 antibody.

Since SW13 cells have shown attenuated repair of CPDs, while BRG1 restoration has been shown to correct this deficiency [12], it might be possible to infer that BRG1 transcriptionally regulates expression of genes involved in NER. From our microarray data, we singled out the expression profile of NER genes. Although BRG1 expression leads to small changes in NER gene expression, none of the changes seem to be significant (>2 fold with a p value <0.05). Therefore, under our experimental conditions, we cannot conclude that BRG1 transcriptionally regulates expression of NER genes.

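RFC3 and RFC4, subunits of the clamp loader that acts in DNA replication and in repair synthesis, were lower in SW13+BRG1 than in SW13+vector cells without UV, with log2 fold changes of -1.14 (standard error 0.15) and -1.04 (0.09, n = 3 arrays per group). POLE and POLE2, subunits of DNA polymerase epsilon, were lower by -1.64 (0.41) and -1.23 (0.12). POLD4, a small subunit of DNA polymerase delta, was higher, with mean signals of 124 ± 61.4 (SD) with the vector and 411 ± 55.1 with BRG1. These 5 were the only genes called by limma at a fold change over 2 among 46 nucleotide excision repair genes tested, a share of 10.9% against 14.6% of the other genes (Fisher odds ratio 0.711, interval 0.219 to 1.80, p = 0.675, adjusted p = 0.964). Each has a role in replication, and the list holds the damage recognition and incision factors too. As a set the list did not shift without UV (adjusted p = 0.0873), and with UV its shift downward, with adjusted p = 0.0251, did not pass with an estimated correlation between genes (adjusted p = 0.0982). With UV, CETN2, a partner of XPC, was higher in SW13+BRG1 cells by 1.14 (standard error 0.13) on the log2 scale. After UV itself, CDK7, ERCC4 and POLD3 fell in SW13+BRG1 cells by 1.11, 1.05 and 1.15 on the log2 scale, and none of the list was called in SW13+vector cells, where 0 of 46 compares with 4.88% of the other genes. In SW13+BRG1 cells the 3 of 46 made 6.52%, against 7.21% of the other genes. With the vector, the mean signals of CDK7 and POLD3 also went down after UV, from 511 to 273 and from 388 to 220. ERCC4 changed there by -0.22 on the log2 scale. The interaction passed for 0 of the 46, so the calls do not show a UV effect that differs between the lines. The other tested probe set of RFC3 without UV, and those of ERCC4 and POLD3 after UV, were not called. The call of ERCC4 was lost without SW13+BRG1 mock array 1 or 2 or UV array 3.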

### BRG1 expression changes global gene expression in the absence of UV radiation

The design of this study also allowed us to identify novel transcriptional targets of BRG1 in the absence of UV treatment, by querying the global gene expression profile of the SW13+pREP7+BRG1 cells in comparison with SW13+pREP7 cells. Based on comparison of the SW13+vector vs. SW13+pREP7+BRG1 transcript abundance ratio, a value of >2.00 identified 1004 genes with reduced transcript levels and 599 genes with increased transcript levels in the SW13+pREP7+BRG1 (Tables 2 and S3A). Among these, *CD44* [45], *Gadd45* [30], [46] and *p21* [39], [46] have previously been shown to be up-regulated by BRG1 in SW13 cells, validating our system for the study of gene regulation by BRG1. 

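CASP8, the initiator caspase of death receptor signalling, had a mean signal of 1.06 ± 0.92 (SD) in SW13+vector cells and 266 ± 69.3 in SW13+BRG1 cells without UV, and TMEM158, a membrane protein induced by RAS, went from 11.3 ± 7.73 to 2952 ± 1184 (n = 3 arrays per group). ADGRL3, an adhesion G protein-coupled receptor, fell from 659 ± 61.6 to 5.04 ± 5.22, and EREG, a ligand of the EGF receptor, from 427 ± 103.9 to 4.92 ± 6.62. PI15, a secreted protease inhibitor, was lower by -8.67 on the log2 scale (standard error 0.75). UTS2B, a urotensin peptide, was lower by -7.48 (0.60). The other tested probe set of EREG was not called. In the limma fit 2509 probe sets were higher and 1403 lower in SW13+BRG1 cells at a fold change over 2 and an adjusted p under 0.05, of 32622 tested. Folds taken from signals near background, such as those of CASP8 and EREG, depend on how background was treated. Of Table S3A the first 1195 of 2306 entries are held here, all of them listed as higher with BRG1. Of these, 1174 probe sets were called higher and 0 lower with BRG1, and the log2 folds correlated with r = 0.805. Table S3A was drawn from these same arrays, so this agreement is not independent evidence. Entries listed in the other direction were not held, so the comparison does not cover them. The paper compares transcript abundance in the 2 lines and states that BRG1 both activates and represses transcription.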

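CD44, the hyaluronan receptor, had a mean signal of 13.2 ± 9.56 (SD) in SW13+vector cells and 2615 ± 32.4 in SW13+BRG1 cells without UV (n = 3 arrays per group). All 11 tested probe sets of CD44 were called higher with BRG1. GADD45A was higher by 3.61 on the log2 scale (standard error 0.24). The change of CDKN1A, 0.93 (0.33), was not called. The limma test gave adjusted p = 9.7e-07 for CD44, 1.8e-07 for GADD45A and 0.0549 for CDKN1A. CDKN1A was called higher without mock-treated SW13+vector array 3 (log2 fold change 1.17) or SW13+BRG1 array 2 (1.27).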

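DCLK1, a microtubule-associated kinase of neurons, PRSS23, a serine protease, and RUNX2, a transcription factor of bone cells, were near background in SW13+vector cells without UV, with mean signals of 2.64 ± 2.67, 3.34 ± 2.00 and 1.57 ± 1.95 (SD), and 2040 ± 279.9, 3012 ± 323.1 and 568 ± 14.7 in SW13+BRG1 cells (n = 3 arrays per group). NRP1, a co-receptor for semaphorins and VEGF, rose from 4.76 ± 5.55 to 1718 ± 259.3. EGFR was higher by 3.70 on the log2 scale (standard error 0.44). In the other direction, NTS, the neurotensin precursor, fell from 10150 ± 420.6 to 30.8 ± 38.2, RGCC, also called C13orf15, from 1217 ± 27.0 to 0.97 ± 0.69, and the ephrin receptor EPHA3 by 4.14 on the log2 scale (standard error 0.67), or by 9.74 (0.45) on its other tested probe set, which has a higher signal with the vector and a lower one with BRG1. The limma test gave adjusted p = 9.45e-09 for RGCC and 0.000108 for NTS. Called higher were 3 of the 5 tested probe sets of EGFR. The lowest signals lie close to background, which makes those folds imprecise.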

RT-PCR analysis of several highly up-regulated and down-regulated genes (*CD44*, *DLC1*, *PARG1*, *RUNX2*, *DCLK*, *PRSS23*, *TNIK*, *EGFR*, *NRP1*, *C13orf15*, *NTS*, *EPHA3*, *SNAIL*, *LAMIN*, and *GAPDH*), was performed to confirm the microarray data, and have shown to be consistent with the microarray data (Fig. 4A). Real time RT-PCR quantitation again confirms that BRG1 up-regulates expression of *CD44* and *DLC1* (Fig. 4B).

**Figure 4:**
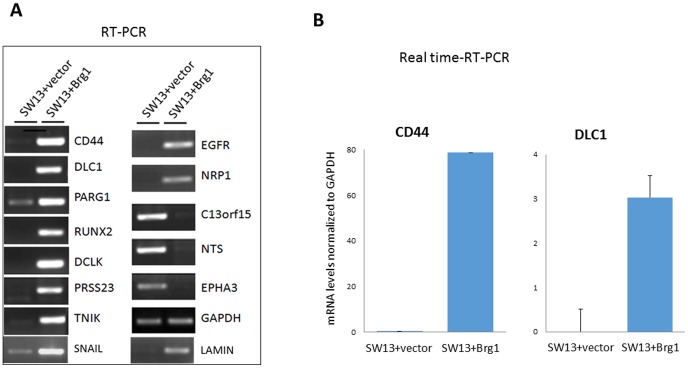
Validation of the Microarray data by RT-PCR. (**A**) Florescence intensity of RT-PCR products as a measure of mRNA expression confirming microarray data. Upon reintroduction of BRG1 into SW13 cells, regulation of gene expression differs from those cells without BRG1. GAPDH was loaded as a control. (**B**) Real time RT-PCR quantitation of CD44 and DLC1 mRNA levels.

**Table 2:** Comparison of BRG1 regulated gene expression with UV treatment and without.

	No UV	UV 6 hours	Overlapping genes
**Up-regulated genes**	599	806	62
**Down-regulated genes**	1004	1249	108

### Identification of novel BRG1 transcriptional targets

This study identifies many novel BRG1 transcriptional targets, including *ATF3*, *TNIK*, *PARG,* and *S100A2*, that may help explain the roles of BRG1 in DNA damage response. 

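S100A2, a calcium-binding protein, had a mean signal of 19.9 ± 4.86 (SD) in SW13+vector cells and 375 ± 76.6 in SW13+BRG1 cells without UV, and 24.7 ± 4.52 and 554.5 ± 28.4 after UV (n = 3 arrays per group). Its log2 fold change between the lines was 4.25 without and 4.50 with UV (standard error 0.23 in each, limma adjusted p = 3.14e-08 and 1.69e-08). The UV effect on S100A2 was called in neither line, and its interaction was 0.25 (standard error 0.33, adjusted p = 0.999).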

To determine if SWI/SNF complex containing BRG1 interacts directly with its target gene promoter, chromatin immunoprecipitation (ChIP) assays were performed and several of the genes found to be up-regulated in the global expression study were evaluated. Interestingly, eight of these genes exhibited binding of BRG1 to their promoters: *E-cadherin*, *PML*, *RGC32/c13 orf15*, *EGFR*, *S1002A*, *TNIK*, *ARHGAP29/PARG1*, and *ATF3*. As shown in Fig. 5A, the promoter sequence was significantly enriched in the immunoprecipitates with anti-BRG1 antibody in 293T cell lines. This study indicates that BRG1 has a direct role in transcriptional regulation of several of its target genes, and likely more of them, as well.

**Figure 5:**
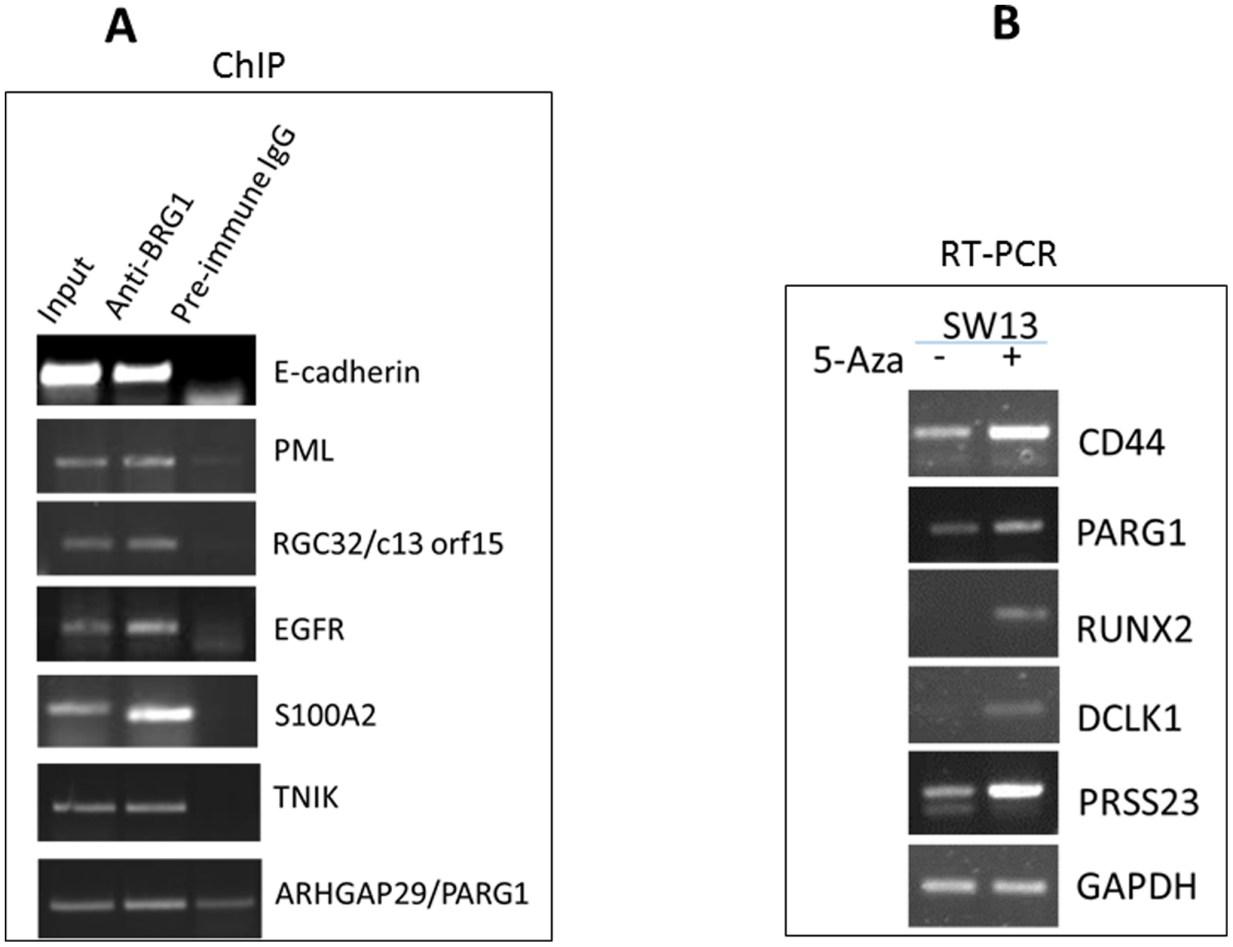
Validation of the Microarray data by RT-PCR and ChIP. (**A**) Chromatin Immunoprecipitation studies show that BRG1 binds to the promoter of these genes, and regulates their expression. (**B**) RT-PCR showing that treatments with 5-aza-2′-deoxycytidine (5-Aza) induces expression of some of the identified BRG1 target genes in SW13 cells, which lack endogenous BRG1 expression.

It has been previously shown that the promoters of *E-cadherin* and *CD44* are hypermethylated when BRG1 (or BRM) is absent from cells, and that BRG1 associates with the CpG islands in the promoter regions of the genes [47]. These authors proposed that the loss of SWI/SNF-mediated transcriptional activation increases DNA methylation in cancer cells. After confirming BRG1's association with promoters of several genes, (Fig. 5A), we performed demethylating studies with these genes, using 5-aza-2′deoxycytidine (as previously done, [47]) in SW13 cells that lack BRG1 expression. Similar to the findings in the previous studies, we also found induced expression of these genes upon demethylation treatment (Fig. 5B). This, in correlation with our microarray data and our RT-PCR data (Fig. 4) which show that BRG1 regulates expression of *E-cadherin* and *CD44*, led us to hypothesize that perhaps BRG1 regulates expression of these genes through the same mechanism proposed previously: by demethylating sequences in the promoter regions.

### BRG1 is involved with regulation of many pathways

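ANXA10, an annexin that binds calcium and phospholipids, rose from a mean signal of 2.47 ± 0.69 (SD) in SW13+vector cells to 409.5 ± 23.8 in SW13+BRG1 cells without UV, and F2RL2, a thrombin receptor, from 1.55 ± 1.15 to 340 ± 28.9 (n = 3 arrays per group). FABP4, a fatty acid carrier, fell from 213 ± 34.1 to 2.55 ± 0.73, and IGFBP2, which binds insulin-like growth factors, from 242 ± 173.7 to 1.65 ± 0.40. The other tested probe set of FABP4 was not called. With 1 probe set per gene, 13784 genes were tested by limma, of which 1291 were higher and 725 lower in SW13+BRG1 cells at a fold change over 2 and an adjusted p under 0.05. Together they make 14.6% of the tested genes, 9.37% higher and 5.26% lower, and 16.7% with UV. The share counts genes detected in these cells, and it moves with the filter and the test.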

Our study shows that approximately 4.8% of the human genes are transcriptionally regulated by BRG1. Interestingly, analysis of our microarray data shows that BRG1 does not regulate genes within localized ‘hot-spots’, but rather plays a regulatory role of transcription throughout the whole genome, as seen in Fig. 2. Indeed, functional classification of the BRG1 responsive genes into different pathways (Table 3) indicates that BRG1 regulates various cellular pathways such as, MAPK signaling, cell cycle, regulation of actin cytoskeleton, cell adhesion, apoptosis, GTPase-mediated signal transduction, and transcriptional regulation. 

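CAV1 and MET, neighbours in the gene order of chromosome 7 that encode a caveolae coat protein and the receptor of hepatocyte growth factor, were both higher in SW13+BRG1 cells without UV, by 10.5 and 6.19 on the log2 scale (standard error 0.84 and 0.35, n = 3 arrays per group). SCG5 and GREM1, neighbours on chromosome 15, were higher by 5.43 and 8.41, and DKK1 and the noncoding RNA LNCAROD, neighbours on chromosome 10, were lower by -7.04 and -7.15. Genes called higher or lower by limma lay on every chromosome tested. Among 13751 genes placed on a chromosome, 230 pairs of neighbours were both higher, against a mean of 120.4 when the calls were permuted over the gene order, and 100 pairs both lower against 38.1, each with p = 1e-04, the smallest value that 10000 permutations can give. With genes of a family counted once, the pairs were 199 against 116.6 and 94 against 38.7. By chromosome, genes called higher were over-represented on chromosomes 4 (13.1% of the tested genes) and 10 (12.7%) and under-represented on 13 (3.86%), 17 (5.82%) and 19 (5.93%), and genes called lower were over-represented on 8 (9.19%) and 13 (15.5%, adjusted p = 2.56e-07) and under-represented on 16 (2.95%) and 19 (3.17%).

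**Figure D2:**
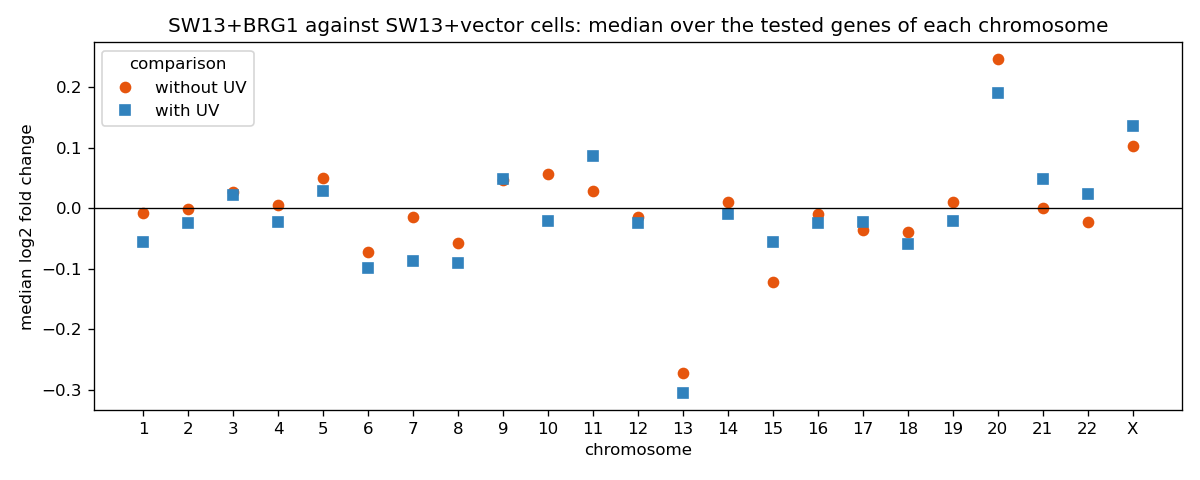
Median log2 fold change between SW13+BRG1 and SW13+vector cells over the tested genes of each chromosome, without and with UV.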

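Interferon-stimulated genes were among the most changed groups. IFIT1 and GBP1, both induced by interferon, rose from mean signals of 2.78 ± 1.42 (SD) and 9.04 ± 6.31 in SW13+vector cells to 487 ± 178.1 and 239 ± 53.7 in SW13+BRG1 cells without UV, and PSMB8, a subunit of the immunoproteasome, from 1.19 ± 0.23 to 120 ± 8.95 (n = 3 arrays per group). Of 33 tested genes of interferon response and antigen presentation 20 were higher and 0 lower. Of 29 tested histone genes 13 were higher and 0 lower, among them H1-2 with a log2 fold change of 2.29 (standard error 0.09), H2BC21 with 2.33 (0.17) and H2BC4 with 2.15 (0.29). Adjusted over each list alone, 20 interferon genes and 14 histone genes were higher and 0 of either lower. The camera test of limma gave adjusted p = 2.41e-10 for the interferon list and 5.63e-07 for histones. With an estimated correlation the interferon list passed (adjusted p = 0.00386) and the histones did not (adjusted p = 0.247).

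Among secreted signals, the chemokine CXCL8 was higher with BRG1 by 2.43 on the log2 scale (standard error 0.47) and the cytokine LIF by 3.24 (0.51). Of 17 NF-κB targets and cytokines 3 were higher and 1 lower. For the Wnt pathway 6 of 37 were higher, among them the antagonists SFRP1 (6.43, standard error 0.88) and DKK3 (6.76, 0.40), and 5 lower. Of 37 axon guidance genes 6 were higher, among them NTN4 (6.22, standard error 0.72), and 9 lower, among them SEMA3D (-3.94, 0.30). Of the tested probe sets of CXCL8 1 of 2 was called, and of those of DKK3 3 of 4. The counts were the same when adjusted over each of these lists alone. None of these 3 lists shifted as a set, with adjusted p = 0.199, 0.878 and 0.26.

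**Figure D3:**
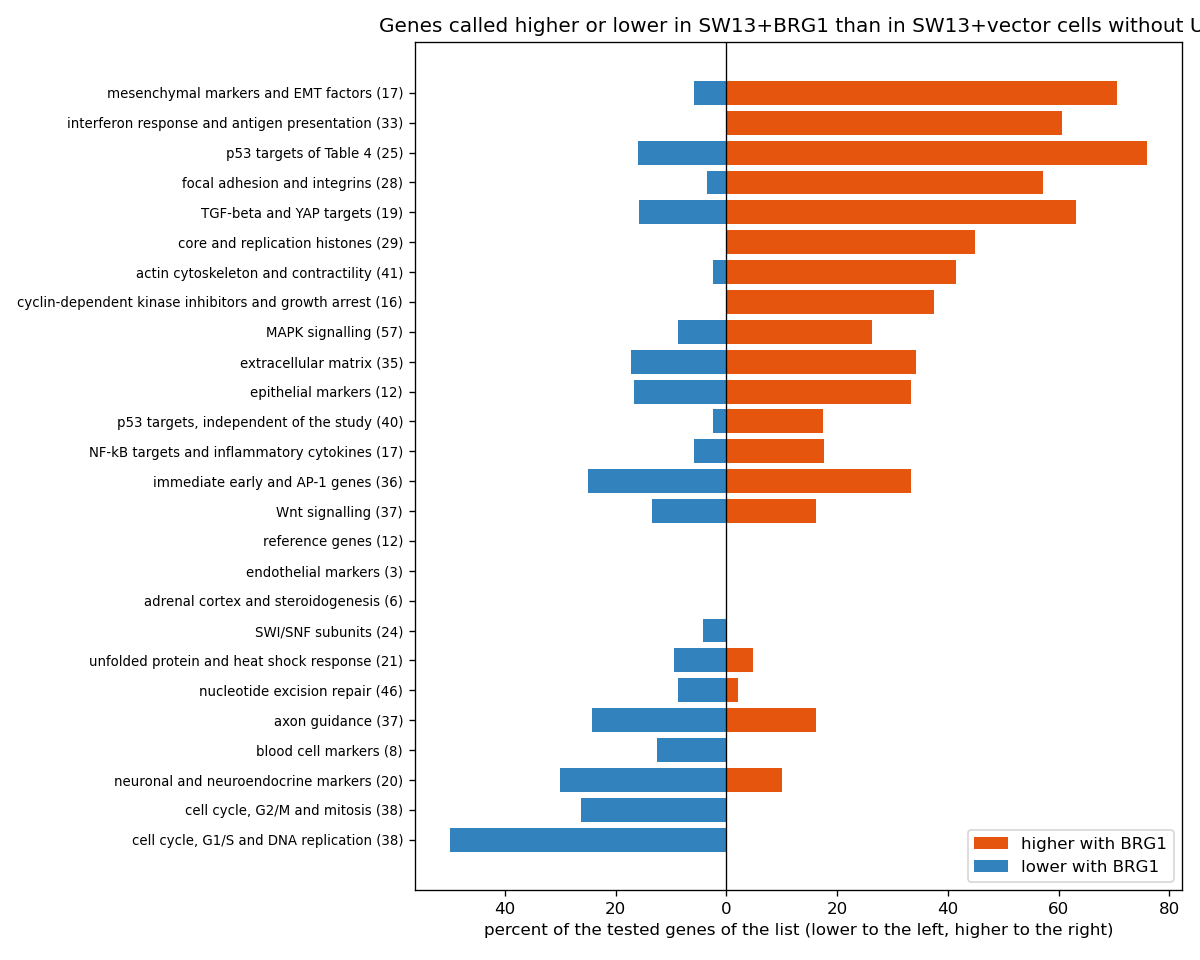
Share of the tested genes of each list called higher or lower in SW13+BRG1 than in SW13+vector cells without UV. The number of tested genes is given after each name.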

BRG1 does not regulate an exclusive signaling pathway; instead, multiple cellular pathways are affected upon re-expression of BRG1 in SW13 cells. Thus, this study highlights the notion that BRG1/BAF complexes serves as a fundamental component of various pathways.

**Table 3:** BRG1 regulates multiple cellular pathways.

KEGG Pathway	Total Genes Regulated by BRG1	Up-regulated	Down-regulated
MAPK Signaling Pathway	46	29	17
Focal Adhesion	44	35	9
Regulation of actin cytoskeleton	37	25	12
Cytokine-cytokine receptor interaction	33	26	7
Axon guidance	29	15	14
Wnt signaling pathway	29	18	11
Calcium signaling pathway	28	15	13
Neuroactive ligand-receptor interaction	28	18	10
Cell communication	26	17	9
Cell cycle	26	5	21
Pancreatic cancer	18	14	4
Colorectal cancer	16	11	5
Basal cell carcinoma	15	10	5
Melanoma	15	11	4
Glioma	14	11	3
Renal cell carcinoma	14	12	2
Small cell lung cancer	14	11	3
Non-small cell lung cancer	11	10	1
Prostate cancer	11	11	0

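DUSP6 and SPRY2, feedback inhibitors of ERK signalling, fell from mean signals of 5815 ± 432.9 (SD) and 3970 ± 181.5 in SW13+vector cells to 101 ± 15.6 and 121 ± 14.1 in SW13+BRG1 cells without UV (n = 3 arrays per group). FGF5, a fibroblast growth factor, rose from 20.2 ± 6.07 to 1073 ± 34.5. The phosphatase gene DUSP2 was lower with a log2 fold change of -3.42 (standard error 1.09), a call lost when any of 5 of the 12 arrays was left out. Limma gave adjusted p = 2.07e-10 for DUSP6, 1.56e-10 for SPRY2 and 5.4e-05 for FGF5. Of 57 MAPK genes tested 15 were higher and 5 lower, or 15 and 6 adjusted over the list alone, and the list as a set did not shift (adjusted p = 0.303). After UV, the ERK inhibitor SPRED1 fell by 2.06 on the log2 scale (standard error 0.34) in SW13+vector and by 2.26 (0.34) in SW13+BRG1 cells, each in 2 of 3 tested probe sets, and of the list 1 gene rose and 9 fell with the vector and 2 rose and 9 fell with BRG1.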

Our microarray data indicate that BRG1 plays a role in regulating expression of many genes in the MAPK signaling pathway (Table 3). Deregulation of the MAPK pathways has been widely associated with tumorigenesis and has found to be deregulated in approximately 1/3 of cancers [48]. JNK has been shown to bind to and phosphorylate p53 in response to stresses such as UVB radiation and DNA damage [49]. This interaction with p53 is thought to increase its transcriptional expression and stability [50]. Thus, proper BRG1 expression is important for proper maintenance of cell signaling and p53 activity, through the MAPK pathway.

Activation of cell cycle checkpoint to arrest cell cycle progression and apoptosis are other ways that cells deal with stress associated with DNA damage [32]. 

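CDKN2A and CDKN2B, which encode p16 and p15, rose from mean signals of 888 ± 84.2 (SD) and 50.2 ± 13.9 in SW13+vector cells to 4386 ± 287.1 and 1214 ± 262.0 in SW13+BRG1 cells without UV (n = 3 arrays per group). SMAD3 and CCNG1 were higher by 2.02 (standard error 0.32) and 1.24 (0.09) on the log2 scale. The changes of CCNG2 and PML, 0.96 (0.36) and 0.58 (0.23), were not called, with limma adjusted p = 0.0664 and 0.074. These values come from the brightest probe set of each gene, and 5 of the 9 tested probe sets of PML were called higher, among them the one of Table 4 (3.52, standard error 0.81). Of 16 cyclin-dependent kinase inhibitors and growth arrest genes 6 were higher and 0 lower, counted over all genes or over the list alone, and the list shifted upward with adjusted p = 3.83e-06, and 0.00779 with an estimated correlation.

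Among genes of DNA replication, some were lower. CDC6, which loads the replicative helicase, fell from 615 ± 5.15 to 204 ± 77.4, and the transcription factor E2F2 and ORC1 of the origin recognition complex were lower by -1.70 (standard error 0.33) and -1.59 (0.36). In mitosis, the checkpoint genes MAD2L1 and CENPE were lower by -1.24 (0.19) and -1.29 (0.28). Of 38 genes of G1/S and replication 19 were lower and 0 higher, and of 38 of G2/M and mitosis 10 were lower and 0 higher (19 and 11 lower adjusted over the lists alone). The camera test gave adjusted p = 6.51e-09 and 2.43e-08, and with an estimated correlation adjusted p = 0.236 and 0.377. The calls of MKI67 (-1.17) and CDC25A (-1.91) were lost when any of several single arrays was left out, 5 and 3 of the 12. Called lower were 1 of 3 tested probe sets of CDC25A and of E2F2 and 2 of 4 of MKI67.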

Our cDNA microarray data (Table 1) not only agree with previous observations that *BRG1* reintroduction into SW13 cells induces gene expression of p21, p15 and GADD45a [30], but also reveal more BRG1-regulated genes that are involved in cell cycle control, including *p16*, *SMAD3*, *CCNG1*(*Cyclin G1*), *CCNG2* (*Cyclin G2*) and *PML* (*Promyelocytic leukemia*) genes.

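Many adhesion and mesenchymal genes rose. The integrin subunit ITGA2 went from a mean signal of 9.52 ± 8.98 (SD) in SW13+vector cells to 212 ± 19.8 in SW13+BRG1 cells without UV, the focal adhesion protein TNS3 from 10.0 ± 1.58 to 592 ± 109.6, and N-cadherin, encoded by CDH2, from 14.3 ± 10.9 to 1374 ± 64.7 (n = 3 arrays per group). AXL, a receptor tyrosine kinase, and NT5E, the surface enzyme CD73, were higher by 5.79 (standard error 0.25) and 5.53 (0.35) on the log2 scale. Single matrix and junction genes were higher too, among them LAMB1 (6.21, standard error 0.55), TGFBI (6.84, 0.44) and the desmosomal DSP (7.04, 0.44). Of 28 focal adhesion genes 16 were higher and 1 lower, and of 17 mesenchymal genes 12 were higher and 1 lower, or 13 and 1 adjusted over the list alone. Both lists shifted upward in the camera test of limma (adjusted p = 1.1e-07 and 3.54e-07, and 0.00386 for each with an estimated correlation). For 41 actin genes the counts were 17 and 1, with MYLK (5.09, standard error 1.02) and PDLIM1 (4.32, 0.19) among the higher, and for 19 TGF-β and YAP targets 12 and 3, with INHBA (6.74, 0.86) among the higher. These 2 lists passed with adjusted p = 4.65e-05 and 0.000104 and not with an estimated correlation (0.161 and 0.0522). Extracellular matrix genes, 12 higher and 6 lower of 35, and epithelial markers, 4 higher and 2 lower of 12 with CLDN1 (4.79, standard error 0.62) among the higher, did not shift as sets (adjusted p = 0.0675 and 0.199).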

Consistent with previous reports [30], our microarray and RT-PCR experiments demonstrate that BRG1 induces expression of several genes involved in cell adhesion and differentiation. Given that reintroduction of *BRG1* induces changes in overall cell shape and morphology [30], [51], [52], and the cells become flatter with altered cytoskeletal organization (Fig. 1), BRG1's regulation of genes involved in cell morphology and development is crucial in understanding how cell function is differentially regulated. As reported in earlier studies [30], [47], our data show upregulation of *CD44* and *E-cadherin* by BRG1 (Table S3B), and that BRG1 binds to the promoters of the genes (Fig. 5A). 

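CD44 after UV had a mean signal of 15.9 ± 8.06 (SD) in SW13+vector cells and 3337 ± 37.1 in SW13+BRG1 cells (n = 3 arrays per group), a log2 fold change of 7.86 (standard error 0.65, limma adjusted p = 1.32e-06). CDH1, which encodes E-cadherin, the adhesion protein of epithelial junctions, had signals of 1.96 ± 1.51 and 9.83 ± 3.20 after UV and of 9.98 ± 7.21 and 18.2 ± 7.26 without UV. These CDH1 signals lie under the median of the arrays, so the gene was not tested. CDH2, the N-cadherin gene, was higher after UV by 6.95 (standard error 0.66). Of the 11 tested probe sets of CD44, 10 were called higher with UV. The UV effect on CD44 was not called in either line on the probe set given here, but others disagree. With the vector 1 was called higher and 1 lower after UV, and with BRG1 2 were called lower. The interaction passed for the 1 that was lower with the vector (3.38, standard error 0.35). That probe set had vector signals of 12.6 ± 4.23 without and 1.57 ± 0.16 with UV. Both lie under the median of the arrays, so that fall and that interaction depend on how background was treated.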

CD44 associates with moesin, which links the plasma membrane with the actin cytoskeleton. Cadherin-based adherens junction found between polarized epithelial cells, are also intimately associated with the actin cytoskeleton.

This study also shows BRG1 upregulated expression of TNIK and PARG1 (Table S3B and Fig. 4A). 

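TNIK, a kinase that binds TRAF2 and NCK, had mean signals of 13.3 ± 10.7 (SD) in SW13+vector cells and 426 ± 22.8 in SW13+BRG1 cells without UV, and 17.7 ± 3.80 and 334 ± 13.9 after UV (n = 3 arrays per group). In the limma fit its log2 fold change was 5.42 (standard error 0.51, adjusted p = 4.36e-06) without UV and 4.26 with UV. All 4 tested probe sets of TNIK were called higher in both conditions.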

TNIK is known to be an essential activator of the Wnt signaling pathway and an integral part of canonical and non-canonical Wnt pathways [53], [54] and PARG1 is a Rho GTPase activating protein. The upregulation of these two genes suggests that BRG1 could control one or both of them for intricate control of actin cytoskeleton. Our ChIP data confirms BRG1 upregulation of most of these genes, as seen by BRG1 binding to their promoters in Fig. 5A. Our microarray and RT-PCR studies (Table S3B and Fig. 4A) also show that BRG1 upregulates *SNAIL* and *LAMIN* genes. 

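SNAI1, which encodes the EMT factor Snail, had mean signals of 32.0 ± 7.93 (SD) in SW13+vector cells and 7.91 ± 8.64 in SW13+BRG1 cells without UV, and 49.2 ± 7.54 and 53.4 ± 36.8 after UV (n = 3 arrays per group). LMNA, which encodes the lamins A and C of the nuclear envelope, was 256 ± 94.5 and 720.5 ± 343.2 without UV, and 329 ± 92.8 and 965 ± 304.0 after UV. Between the lines SNAI1 changed by -2.70 on the log2 scale without UV (standard error 0.78, limma adjusted p = 0.0195) and by -0.12 with UV (adjusted p = 0.928), and LMNA by 1.45 (0.33, adjusted p = 0.00519) and 1.54 (0.33, adjusted p = 0.0031). Within SW13+BRG1 cells SNAI1 rose after UV by 3.22 (standard error 0.78). The calls of SNAI1 were lost without mock-treated SW13+vector array 1 or SW13+BRG1 array 1 or 2 between the lines, and without UV-treated SW13+BRG1 array 3 for the UV effect. The signals of SNAI1 are low, and the call between the lines was also lost when low signals were set to a floor. Of the 5 tested probe sets of LMNA, 4 were called higher in both conditions.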

SNAIL is a transcription factor that is known to bind to *E-cadherin* promoters and repress its transcription, thus inducing Epithelial-mesenchymal transition (EMT) [55], which is a crucial event in tumor progression. LAMIN is fundamental component of the nuclear lamina, which is involved in cross-talk with several cancer-regulating pathways, and its altered expression has been associated with a wide variety of cancers [56]. High amounts of LAMIN A have been shown to interfere with cell migration [57], a crucial process that occurs in EMT. Thus, proper levels of SNAIL and LAMIN are important for EMT to remain in a healthy balance, and BRG1 may regulate EMT and cancer metastasis through transcriptional regulation of these genes. Indeed, our pathway analysis showed that BRG1 regulates many genes involved in several cancer types (Table 3), and *BRG1* is frequently deleted or mutated in a variety of tumor cell lines, including carcinomas of pancreas, lungs, prostate, breast [22]. BRG1 functions as a tumor suppressor, and regulation of gene expression through chromatin remodeling is critical for tumor progression. The functional balance of BRG1-regulated genes might dictate the likelihood of a given cell becoming cancerous or not.

### BRG1 regulates a significant number of p53 targets

SWI/SNF-like BAF complexes have been shown to physically interact with p53 [58], [59], suggesting that p53 may recruit BAF complexes to its targeted promoters, and that the SWI/SNF complex may function as a tumor suppressor via interactions with p53. In fact, in vivo studies have shown BRG1 recruitment to p53-dependent promoters [59]. Therefore, we examined if BRG1 affects transcriptional expression of p53 target genes. 

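PLK2, a polo-like kinase induced by p53, had mean signals of 126 ± 16.9 (SD) in SW13+vector cells and 1584 ± 156.6 in SW13+BRG1 cells without UV, and PERP, a p53 target of desmosomes, of 17.8 ± 6.68 and 127 ± 11.0 (n = 3 arrays per group). PMAIP1 was higher by 4.55 on the log2 scale (standard error 0.52). Of PERP 2 of the 3 tested probe sets were called. IFI16, an interferon-inducible DNA sensor, rose from 8.37 ± 6.05 to 279.5 ± 69.8. Limma called 20 of the 25 tested probe sets of Table 4 higher and 4 lower without UV, and 19 higher and 3 lower with UV, and the list as a set shifted upward (adjusted p = 1.55e-09, and 0.00386 with an estimated correlation). At the gene level 19 of its 25 genes were higher and 4 lower, over all genes or over the list alone. Because the genes of Table 4 were picked from these arrays, that shift is not independent evidence. A separate list of 40 tested p53 targets, drawn up without these data, had 7 higher and 1 lower, or 20.0% against 14.6% of the other genes (Fisher odds ratio 1.46, interval 0.581 to 3.24, p = 0.366, adjusted p = 0.711), and as a set it did not shift (adjusted p = 0.419). Between the lines with UV, 30.0% were called against 16.7% of the other genes (Fisher exact test p = 0.0327, adjusted p = 0.109). For the UV effect itself these shares were 15.0% against 4.83% with the vector and 17.5% against 7.17% with BRG1 (adjusted p = 0.109 in each). The shares pool genes called higher with genes called lower, so they do not show in which direction the targets changed. From the shared targets the paper proposes that p53 may need BRG1 for its targets. It sees its findings as backing the idea that BRG1 suppresses tumors partly by way of the p53 pathway.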

A comparison of BRG1 transcriptional targets and reported p53 targets (Table 4) reveals that a significant number of p53-regulated genes are also regulated by BRG1, such as *ATF3*, *PML*, *p21*, *Gadd45a*. ATF3 has been shown to bind to p53 and prevent its ubiquitination upon DNA damage, thereby stabilizing p53 and enhancing its transcriptional activity and tumor suppressor function [60]. Recently, ATF3 has also been implicated as a crucial co-transcription factor for p53 upon DNA damage [36]. PML is well-known to form complexes with p53 upon UV radiation, thus activating and stabilizing p53 for further tumor suppressor action [61]. Another overlapping gene target, p21, is well-known to be recruited by p53 to arrest cell growth in the event of DNA damage [37]. In addition, Gadd45a, a ubiquitously expressed protein involved in growth arrest and apoptosis induced by UV damage, is highly intertwined with the p53 pathway, helping to activate it, which at the same time being regulated by it [38]. These overlapping gene targets suggest that p53 may require BRG1 to regulate its downstream targets. Thus, our findings support the notion that the tumor suppressor role of BRG1 is mediated in part through the p53 pathway [62].

**Table 4:** List of BRG1 regulated p53 targets.

Gene Name	GenBank ID	Affimetrix	Gene Description	References
CAV1	NM_001753	203065_s_at	Caveolin 1, caveolae protein, 22kDa	[65]
MET	BG170541	203510_at	Met proto-oncogene (hepatocyte growth factor receptor)	[66]
IFI16	NM_005531	206332_s_at	Interferon, gamma-inducible protein 16	[67]
IGFBP3	M31159	210095_s_at	ATP-binding cassette, sub-family C (CTFR/MRP), member 3	[68]
S100A2	NM_005978	204268_at	S100 calcium binding protein A2	[69]
PMAIP1	AI857639	204285_s_at	Phorbol-12-myristate-13-acetate-induced protein 1	[70]
TGFA	M31172	205015_s_at	Transforming growth factor, alpha	[71]
MVP	NM_017458	202180_s_at	Major vault protein	[72], [73]
IER3	NM_003897	201631_s_at	Immediate early response 3	[74]
GADD45a	NM_001924	203725_at	Growth arrest and DNA damage-inducible, alpha	[75]
EGFR	NM_005228	201984_s_at	Epidermal growth factor receptor (erythroblastic leukemia viral (v-erb-b) oncogene homolog, avian)	[76]
LIF	NM_002309	205266_at	Leukemia inhibitory factor (cholinergic differentiation factor)	[77]
PML	NM_002675	206503_x_at	Promyelocytic leukemia	[78]
BNIP3L	ALI32665	221478_at	BCL2/adenovirus E1B 19kDa interaction protein 3-like	[79]
IL15	Y09908	217371_s_at	*H. sapiens* mRNA for interleukin 15/PROD = interleukin 15	[80]
STEAP3	NM_018234	218424_s_at	STEAP family member 3	[81]
KRT8	U76549	209008_x_at	Keratin 8	[82]
SCARA3	NM_016240	219416_at	Scavenger receptor class A, member 3	[83]
SYKQ	NM_003177	207540_s_at	Spleen tyrosine kinase	[84]
CCNG1	BC000196	208796_s_at	Cyclin G1	[85]
DUSP5	U16996	209457_at	Dual specificity phosphatase 5	[86]
NINJ1	NM_004148	203045_at	Ninjurin 1	[87]
DKK1	NM_012242	204602_at	Dikkopf homolog 1 (*Xenopus laevis*)	[88]
EGR1	AI459194	227404_s_at	Early growth response 1	[89]
TP73L	AB010153	211194_s_at	Tumor protein p73 like	[90]
ARID3A	NM_005224	205865_at	AT rich interactive domain 3A (BRIGHT-like)	[81]
CHEK1	NM_001274	205394_at	CHK1 checkpoint homolog (*S. pombe*)	[91]

We note that the identified BRG1 transcriptional targets in this study may include genes regulated by another BAF complex ATPase, BRM, since BRG1 and BRM have partial functional redundancy [20], [45], [63], [64]. Additional studies will be needed to dissect the redundant and non-redundant roles of the individual ATPase subunits in gene regulation.

In conclusion, this study establishes that transcriptional response to UV damage is regulated by BRG1 in human cells. Several BRG1 up-regulated genes, including *ATF3*, *EGFR*, *p21*, and *Gadd45a*, are all involved in cellular defense against UV radiation [36]–[38]. Thus, it appears that the mechanisms by which BRG1 suppresses UV induced cell death in SW13 cells are multifaceted, playing roles in several different cell stress response pathways. Finally, our understanding of the mechanistic basis of diverse cellular processes, including cell cycle and actin cytoskeleton regulation, has been augmented by the transcriptional profiling of the BRG1 gene. There is abundant evidence that the mechanistic basis of BRG1 function is determined by the transactivation and transrepression of target gene expression [33], [41]. Our study identifies several important new transcriptional targets regulated by BRG1 and a large amount of possible new gene targets. The experiments presented here will serve as a platform for investigating the direct role of BRG1 in gene regulation, and will contribute toward the development of a wide range of intelligent hypotheses and drive a new generation of functional experiments.

## Supporting Information

Table S1 **PCR primers used in this study.**
(DOCX) Click here for additional data file.

Table S2 **Table S2A: List of genes induced by UV in SW13+vector cells.** **Table S2B:** List of genes induced by UV in SW13+Brg1 cells.
(DOCX) Click here for additional data file.

Table S3 **Table S3A: Genes up- or down-regulated by BRG1 in the absence of UV irradiation. Table S3B**: Genes up- or down-regulated by BRG1 6 hours after UV irradiation.

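GBP3, a guanylate-binding protein, had mean signals of 0.65 ± 0.13 (SD) in SW13+vector cells and 297.5 ± 77.6 in SW13+BRG1 cells 6 h after UV, and LRRC17, a secreted leucine-rich repeat protein, of 7.82 ± 10.8 and 1058 ± 290.5 (n = 3 arrays per group). NAV3, a neuron navigator protein, fell from 494 ± 19.2 to 10.4 ± 12.7, and the long noncoding RNA SOX2-OT from 727 ± 106.8 to 4.33 ± 3.71. THBS1, the matrix protein thrombospondin, was higher by 7.91 on the log2 scale (standard error 0.81), a call made in 3 of its 5 tested probe sets. With UV, limma called 2506 probe sets higher and 1949 lower in SW13+BRG1 cells. Of these, 1846 higher and 989 lower were also called without UV, against 193 and 83.8 expected if the calls were independent, and 2 and 1 were called in the opposite direction. The BRG1 effects without and with UV correlated across probe sets with r = 0.795.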

(XLSX) Click here for additional data file.

# Supplementary material for: Whole Genome Expression Profiling Shows that BRG1 Transcriptionally Regulates UV Inducible Genes and Other Novel Targets in Human Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105764. doi: 10.1371/journal.pone.0105764
**Supplement:** Table S1 — PCR primers used in this study.

**Table S1A. Primers used in ChIP study**

| Gene Name | Primers |
| --- | --- |
| *E-cadherin* | Forward 5’-GAACTCAGCCAAGTGTAAAAGCC-3’  Reverse 5’-GAGTCTGAACTGACTTCCGC-3’ |
| *PML* | Forward 5’-GAGCTAAAGGCATGTCCCAGA-3’  Reverse 5’-GCCTGGAACTTGTCATCCTCC-3’ |
| *RGC32/c13 orf15* | Forward 5’-TCTTCCCATAATAAACCCC-3’  Reverse 5’-TCCCCTACGCATTGTCCCAA-3’ |
| *EGFR* | Forward 5’-ACATTAAGGAGGCCTGTCT-3’  Reverse 5’-AGCAAACTTGTACCAGCTT-3’ |
| *S100A2* | Forward 5’-TGTCATGAGAATGAGGCCT-3’  Reverse 5’-AAACCTGCCTCAACCTGAT-3’ |
| *TNIK* | Forward 5’-GTGCGTGTGCGCTTCTTCC-3’  Reverse 5’-CCTTGACTTGTTATCATAGG-3’ |
| *ARHGAP29/PARG1* | Forward 5’-GATCCACAGAAGTGTCTCA-3’  Reverse 5’-AGGTACGGGAGGCAACTA-3’ |
| *ATF3* | Forward 5’-AACCTAGCGGAGGGACAGAT-3’  Reverse 5’-CTCTCTCCATATCAGGACC-3’ |

**Table S1B. Primers used in RT-PCR study**

| Gene Name | Primers |
| --- | --- |
| *DLC1* | Forward 5’-CACAGGACAACCGTTGCCTCAG-3’  Reverse 5’-CTCTTCAGGGTGTTGAGATGGA-3’ |
| *PARG1* | Forward 5’-GATAGTTTTTCACCCCTTG-3’  Reverse 5’-AACCCAGAAAATAACAGGA-3’ |
| *RUNX2* | Forward 5’-ACACTTCTTCCAAACCTTG-3’  Reverse 5’-ACAATCATGACCTGTGGCA-3’ |
| *CD44* | Forward 5’-AATCTTTTGTGTCTCCTGA-3’  Reverse 5’-GGTGTGCTCTGAAAAGTCAA-3’ |
| *TNIK* | Forward 5’-ATATGCTTGGGCTCCTAAAC-3’  Reverse 5’-AATGAATGTAGGCCACAGAC-3’ |
| *EGFR* | Forward 5’-GTCAACAGCACATTCGACA-3’  Reverse 5’-CTTCCCAAATGTGCCCGA-3’ |
| *DCLK1* | Forward 5’-GGTTACATACTTTCTGCT-3’  Reverse 5’-TAGTTATTCTAAGGTGGT-3’ |
| *PRSS23* | Forward 5’-AGACTGTCAGTACTGGGAG-3’  Reverse 5’-CTTAGGTCCCTGATGCGGCCAA-3’ |
| *NRP1* | Forward 5’-AATATCTTACCAGGCAGCC-3’  Reverse 5’-CCTTGGCTGAGGACAACTTT-3’ |
| *C13orf15* | Forward 5’-CTGAATTCTCCAACAGACT-3’  Reverse 5’-ATGGGAAAGCTTACTGCT-3’ |
| *NTS* | Forward 5’-CCCTCTTGGAAGATGACTC-3’  Reverse 5’-GATGAAGAGACAGATAAGTG-3’ |
| *EPHA3* | Forward 5’-GCATACTCAACAAAACCCATG-3’  Reverse 5’-GAGTGAGTTACCAGAAATAA-3’ |
| *GAPDH* | Forward 5’-GAAGGTGAAGGTCGGAGTCA-3’  Reverse 5’-GAAGATGGTGATGGGATTTC-3’ |
| *SNAIL* | Forward 5’- GTATCCAGAGCTGTTTGGA-3’  Reverse 5’-AACATTTTCCTCCCAGGCC-3’ |
| *LAMIN* | Forward 5’-AAAATGGAGATGCCTAGCA-3’  Reverse 5’-TGGGACGCGTTGAACAAGG-3’ |

# Supplementary material for: Whole Genome Expression Profiling Shows that BRG1 Transcriptionally Regulates UV Inducible Genes and Other Novel Targets in Human Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105764. doi: 10.1371/journal.pone.0105764
**Supplement:** Table S2 — A: List of genes induced by UV in SW13+vector cells. Table S2B: List of genes induced by UV in SW13+Brg1 cells.

**Table S2A**. List of genes induced by UV in SW13+vector cells.

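TOB1, an inhibitor of cell proliferation, rose after UV in SW13+vector cells from a mean signal of 255 ± 63.2 (SD) to 939.6 ± 175.8, and the chemokine CCL2 from 2.20 ± 0.80 to 10.7 ± 4.74 (n = 3 arrays per group). Both CCL2 signals lie under the medians of these arrays, so the rise of CCL2 depends on how background was treated. H3C2 and H2AC17, replication-dependent histone genes, rose by 3.55 (standard error 0.71) and 1.99 (0.33) on the log2 scale, and neither was called after UV in SW13+BRG1 cells. The interactions of H3C2 and H2AC17 were -1.80 (adjusted p = 0.943) and -2.07 (adjusted p = 0.201). Of the 57 probe sets of Table S2A, limma called 53 higher, and it called 164 further probe sets higher that the table does not list.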

**Table S2B**. List of genes induced by UV in SW13+Brg1 cells.

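FAM43A, whose function is little known, rose after UV in SW13+BRG1 cells from a mean signal of 35.6 ± 8.33 (SD) to 115 ± 28.2, and LEAP2, a secreted peptide that blocks the ghrelin receptor, from 32.5 ± 9.01 to 111 ± 32.0 (n = 3 arrays per group). CXCL8 rose from 38.8 ± 9.51 to 131 ± 50.3, a call lost without mock-treated array 1 or UV-treated array 1 or 2 of that line. The second tested probe set of FAM43A and of CXCL8 was not called. Of the 64 probe sets of Table S2B limma called 50 higher and 0 lower. The 2 tables share 28 probe sets.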

How the deposited data were processed for this re-analysis (not part of the article)

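The samples are SW13 adrenal cortical carcinoma cells that carry either the empty vector (SW13+vector) or BRG1 (SW13+BRG1), each mock-treated or irradiated with UV at 10 J/m2 and collected 6 h later, 12 arrays in 4 groups of 3. The figure legend describes independent biological samples. The paper names a single stable line with the vector and a single one with BRG1, so the 3 arrays of a group repeat the same line. Tests between the lines therefore measure the spread within each line. They cannot separate an effect of BRG1 from other differences between these lines. The authors isolated total RNA, hybridized it to Affymetrix U133 Plus 2.0 arrays, summarized each probe set with MAS under its default settings, and scaled each array to a mean target intensity of 125. The version of MAS is not given in the sources used here. The deposited values are these signal intensities on a linear scale, 1 per probe set and array for 54675 probe sets. Their mean, after the highest and lowest 2% were left out, is 125 on each array. For their lists the authors used a Welch test with a p under 0.05 and a fold of 2, and an adjustment of p is not given in the sources used here.

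The signals were taken to log2 with no further normalization. Of the 54613 probe sets that are not controls, those with a signal at or above the median of the array in at least 3 of the 12 arrays were tested, which left 32622. They were fitted with limma (version 3.58.1, R version 4.3.3) with 1 mean per group and a variance prior that follows the mean signal. The comparisons were SW13+BRG1 against SW13+vector without UV and with UV, UV against mock in each line, and the difference of the UV effects between the lines, called the interaction. P values were adjusted by the Benjamini-Hochberg method, over the tested probe sets for counts of probe sets and over the tested genes for values of named genes. A call needs an adjusted p under 0.05 and a fold change over 2, and for the interaction the adjusted p alone. Where a transcript is said to rise, fall, or be higher or lower, it was called by this rule at the level given. Group values are means of signals with their SD, and log2 fold changes are differences of mean log2 signals.

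Of the probe sets on the array 41097 belong to 1 gene, 1801 to several and 11777 to none. Gene symbols of the array annotation were updated through a table of gene identifiers, and the GRCh38.p14 annotation gave the order of genes along the chromosomes. The brightest probe set with a single gene, by the mean of its log2 signals over all 12 arrays, stood for that gene, which gave 13784 genes, of which 13751 were placed on a chromosome. On them 26 gene lists were examined. They cover SWI/SNF subunits, nucleotide excision repair, p53 targets of Table 4, p53 targets drawn up apart from the study, kinase inhibitors of the cell cycle, G1/S and replication, G2/M and mitosis, histones, immediate early genes, MAPK, NF-κB, interferon, TGF-β and YAP, Wnt, axon guidance, focal adhesion, actin, extracellular matrix, mesenchymal, epithelial, neuronal, blood cell, endothelial and adrenal cortex markers, the unfolded protein response, and reference genes. Lists were counted by their calls, adjusted over all genes or over the list alone, and tested for a shift as a set with camera of limma at a preset correlation between genes of 0.01. The repair and p53 lists were also compared with the other genes by Fisher tests. Pairs of neighbouring genes called in the same direction were counted against 10000 permutations of the calls over the gene order.

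Before the data were examined, the filter, test, thresholds, gene lists, the rule for naming genes and most alternatives were fixed. Genes are named when the paper names them, when they are among the 10 called genes with the largest change in each direction of a comparison with signals that do not overlap and a higher mean at or above the 75th percentile, or when they are among up to 4 called members of a list with the largest change. Values in the tables of the paper had been seen by then. Where the probe sets of a named gene disagree in a call, this is said. Some of the genes that the rule names are not reported here. The alternatives were other filters, quantile normalization, a common median, log2 of the signal plus 16, a floor at the 40th percentile, the replicate number as a block, fits on the compared arrays only, a variance prior without trend, no fold threshold, the Welch test in several forms, the mean over the probe sets of a gene, an estimated correlation for lists, and leaving out each array in turn. A fit without the arrays numbered 3 and a scaling to 18 hybridization control probe sets were added after the data had been seen. Calls were also counted after arrays were exchanged between groups and, for the interaction, after residuals of a fit without it were moved between the arrays of a line.

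Array medians were 21.7 to 23.8 in mock-treated and 21.3 to 25.3 in UV-treated SW13+vector cells, and 22.4 to 25.3 and 21.1 to 24.3 in SW13+BRG1 cells. The lowest signal was 0.0471, and folds from signals near background depend on the way MAS treats it. In the 4 arrays numbered 3 the medians were 21.1 to 22.4, against 23.4 to 25.3 in the other 8, and the ratio of the 3′ to the 5′ probe sets of GAPDH was 1.05 to 1.64 against 0.932 to 1.07. The 3 arrays per group limit the precision. On simulated data with the means and spread of the arrays and 32622 probe sets, the fit called 49 of 100 probe sets changed 3-fold and 72 of 100 changed 8-fold, with 4 false calls. Many true changes of these sizes thus stayed uncalled in the simulation. It held far fewer changed probe sets than the 2509 higher and 1403 lower called between the lines without UV. The cutoff of the Benjamini-Hochberg method is stricter when fewer probe sets change, so these rates may understate the recovery in that comparison. Raw scans and detection calls were not analysed here.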

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

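The tests of the zinc finger genes, of exchanged labels, of rearranged residuals, of regional shifts and of copy number, the leave-one-out ranges of the share of lower calls, the fit without the arrays numbered 3 and the scaling to hybridization controls were chosen after the results they address had been seen.

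UV lowered far more transcripts than it raised, 1175 probe sets in SW13+vector cells and 1895 in SW13+BRG1 cells, or 84.4% and 91.2% of the UV calls. The paper reports the raised ones. The scaling bears on this, because each array was brought to the same mean. Scaled to the hybridization controls instead, the median of all probe sets moved by -0.27 after UV with the vector and by -0.45 with BRG1, by -0.21 between the lines with UV and by -0.16 for the interaction, and the calls were 119 higher and 2264 lower with the vector and 85 and 4330 with BRG1.

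Scaling may account for part of the excess: with quantile normalization 76.2% of the UV calls were lower with the vector (69.6% to 81.9% with single arrays left out) and 80.8% with BRG1 (77.1% to 84.4%), and with a common median 86.4% and 89.8%. Without the arrays numbered 3 the shares were 79.3% (68.3% to 86.1%) and 88.4% (81.9% to 92.1%), but the lower calls themselves increased to 1423 and 2223, so the smaller share does not speak for these arrays as a source. All 4 shares under quantile normalization and a common median met the bound of 75% set before for excluding scaling. But the range with the vector, added after these values had been seen, reaches under it, though not 60%. The hybridization controls gave a larger excess, but they lower the UV effect of all probe sets alike, so this does not speak against scaling. Because of that range the size of the excess is left as one that cannot be told apart from an effect of scaling. Loss of short-lived transcripts could add to it, since genes named ZNF, taken as a class with short-lived transcripts, were lower after UV with BRG1 in 102 of 416 cases (24.5% against 6.02% of other genes, odds ratio 5.07, interval 3.97 to 6.43) and in 15.6% against 4.15% with quantile normalization, 21.6% against 5.30% with a common median and 43.8% against 12.9% with the hybridization controls. Half-lives were not measured here, so this remains a hypothesis.

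For 14 genes the UV effect differed between the lines, in the fit without the array number as a block. With that block, the interaction passed as positive for 16 probe sets and as negative for 53, against 4 and 12 without it. Of the 14 genes the paper lists ATF3, MAFF and NFKBIZ as induced by UV depending on BRG1, in its Table 1. JUN (-2.52, standard error 0.23), PNRC1 (-3.35, 0.34) and IER3 (-2.14, 0.23) fell after UV with BRG1 and not with the vector. NFKBIZ (1.97, 0.22) went up with BRG1. LIN28B (-1.74, 0.22) fell in both lines, from a mean signal of 1372 to 522 with the vector and from 340.5 to 39.0 with BRG1. These 5 stayed called when any single array was left out. The others were ATF3 (2.58, 0.42), SPRY2 (1.36, 0.18), MAFF (1.32, 0.22), MAT2A (-1.69, 0.28), FBXO5 (-1.44, 0.22), COIL (-1.20, 0.17), WTAP (-1.17, 0.20), SPDL1 (-1.14, 0.16) and HMGA2 (-0.83, 0.13). A positive interaction does not mean a higher signal with BRG1. SPRY2 fell with the vector, from a mean signal of 3970 to 998, and changed by less than 2-fold with BRG1, from 121 to 78. MAFF went from 594 to 942 with the vector and from 208 to 825 with BRG1. The number of arrays, out of 12, without which the call was lost was 4 for SPRY2, 5 for SPDL1, 6 for COIL, 9 for FBXO5, 10 each for MAFF, MAT2A and WTAP, and 11 each for ATF3 and HMGA2. Among all probe sets the interaction passed for 3 of 4 tested probe sets of JUN, 1 of 2 each of NFKBIZ, COIL and SPDL1, 2 of 2 of FBXO5, and 0 of those of ATF3, MAFF, HMGA2, MAT2A and WTAP.

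Of 100 random splits of the arrays, 7 gave an interaction with at least as many calls as the 16 of the real grouping. The highest other split gave 7556. But in 5 of the 6 others all treated and mock arrays of SW13+BRG1 change places and at most 1 of each does in SW13+vector. These 5 carry the UV effect itself, a structure of the samples, and do not measure chance for the interaction. The remaining split, with 2 of each exchanged in SW13+vector and 0 in SW13+BRG1, gave 55 calls. Exchanging all mock and UV labels in both lines only turns the sign of the interaction. It makes this split one with 1 of each exchanged in SW13+vector and all in SW13+BRG1. The same reason therefore covers it. With the UV effect common to both lines kept in place and only the residuals of a fit without interaction moved between the arrays of a line, 1 of 200 rearrangements, the real one, gave 16 calls, and the highest other gave 1, which argues against chance. For each of the 4 other comparisons, in fits on its 6 arrays, 1 of 10 splits, the real one, reached the real number of calls (3793 for BRG1 without UV, 4162 with UV, 1008 for UV with the vector and 2083 with BRG1), the highest other was 0, and 10 splits are too few for a share under 0.05.

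The transcript of BRG1, SMARCA4, was not uniformly higher in the arrays labelled SW13+BRG1. Of its 7 tested probe sets, 5 had a log2 fold change under 0 without UV and 0 were called higher; 1 passed the test as lower in both conditions but under 2-fold (-0.77 and -0.78). The brightest was called lower without UV, with mean signals of 539 with the vector and 213 with BRG1 (log2 fold change -1.28, standard error 0.42). With UV it had 520 and 230 (-1.22), called at the gene level and not over all probe sets. Another went from 92.1 to 137 without UV, not called, and from 34.4 to 148 with UV (2.20, standard error 0.45). The call of the brightest without UV was lost without mock-treated SW13+vector array 3 or SW13+BRG1 array 1 or 2.

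Exchanged labels of the lines could give such signals. Of the 14 genes of Fig. 4A other than GAPDH, 13 changed on the arrays in the direction of the gel, which argues against an exchange of arrays after the RNA was divided. The gel used the same RNA, and its genes were chosen from the arrays, so an earlier exchange is left to genes that, as the paper states, BRG1 was known to raise in SW13 cells: CD44 (13.2 to 2615) and GADD45A (3.61) were higher with BRG1, against such an exchange, and CDKN1A (0.93) was not called. Whether the probe sets read the introduced BRG1 transcript, which may lack untranslated sequences, stays open, since the sequence of the construct was not used here, and the western blot of the paper shows the protein in SW13+BRG1 cells. No biological explanation was tested.

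Genes near each other on the chromosomes changed together between the lines. By chromosome, the median log2 fold change with BRG1 was -0.27 without and -0.31 with UV on chromosome 13 (233 tested genes), and 0.25 and 0.19 on chromosome 20 (398 genes). Smaller shifts with BRG1 passed on chromosome X (0.10 without and 0.14 with UV), on 15 without UV (-0.12) and on 11 with UV (0.09). After UV, shifts passed on chromosomes 4, 11, 13, 18, 19, 20 and X with the vector (medians -0.13 to 0.12) and on 4, 5, 10, 11, 13, 18, 19 and X with BRG1 (-0.10 to 0.16), so such shifts are not particular to 13 and 20.

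Families of genes in tandem were excluded as the sole source, with a permutation p of 1e-04 in each direction when a family was counted once. After the running median of the 40 nearest genes was subtracted, 205 pairs were both higher against 110.7 under permutation and 86 both lower against 35.8, each with a permutation p of 1e-04, the smallest value the permutations can give, which argues against shifts of whole regions as the sole source. A difference in copy number may contribute on chromosomes 13 and 20, where genes not called were shifted too, by -0.20 (bootstrap interval -0.27 to -0.12) without and -0.24 (-0.34 to -0.17) with UV on 13, and by 0.17 (0.09 to 0.25) and 0.13 (0.04 to 0.20) on 20. It cannot be told apart from regional regulation, because the intervals of chromosome 20 reach under 0.1, genes are not independent draws, and copy number was not measured here. No biological explanation was tested.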

How the results depend on the processing

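The fit without the arrays numbered 3 and the scaling to hybridization controls are the tests added after the data had been seen, and the others were set before. For the numbers of calls, the direction of the larger group (more higher than lower with BRG1, more lower than higher after UV) was kept under every setting but no fold threshold with UV, where 3795 probe sets were higher and 3841 lower with BRG1, and the scaling to hybridization controls with UV (2129 and 2652). That scaling lowers all probe sets alike in this comparison, from a median of -0.06 to -0.21. The larger number of lower calls under it follows from this shift. The cause of each change below was not tested, except where the setting itself changes how many probe sets enter.

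With the filter at the 75th percentile, which tests fewer probe sets, 1640 were higher with BRG1 without UV, and after UV 107 were higher with the vector and 80 with BRG1. With quantile normalization 296 were higher and 1246 lower after UV with BRG1, and 2 of the p53 targets were lower with BRG1 in place of 1. Log2 of the signal plus 16 gave 31 interaction calls and the floor 34, in place of 16. With only the arrays compared, 121 were higher after UV with the vector. Without a fold threshold, 3072 were lower with BRG1 without UV, 1116 were higher and 1976 lower after UV with the vector, and 1637 and 2921 with BRG1. The overlaps of the BRG1 effects without and with UV then were 2831 higher and 2381 lower, the genes 2137 and 1837, the repair genes called 14 and the p53 targets lower 4. The mean over probe sets gave 2 lower p53 targets.

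The Welch test on log2 values without adjustment gave 605 interaction calls and 2 lower p53 targets. On linear signals it gave 371 higher after UV with the vector, 325 with BRG1, and 737 for the interaction. With adjustment the Welch test called far fewer, 561 higher and 262 lower with BRG1 without UV, 696 and 450 with UV, 1 and 5 after UV with the vector, 5 and 87 with BRG1, and 0 for the interaction, where limma called 16 and 1602 passed an unadjusted p under 0.05 in limma and 605 in the Welch test with a fold over 2. The overlaps under it were 231 higher and 109 lower, the genes 451 and 223, the repair genes called 3 and the p53 targets higher 2.

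With the correlation between genes estimated, 5 lists shifted with BRG1 without UV, 4 with UV, and 0 after UV with the vector, 0 with BRG1 and 0 for the interaction. Camera at the preset correlation found more in each.

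The sample titles number the arrays by experiment, and the sources used here do not say whether the same number in different groups marks a shared day or batch. The deviations of same-numbered arrays from the group means correlated over 0.1 in 11 of 18 pairs (0.08 to 0.14 for number 1, 0.02 to 0.10 for 2 and 0.18 to 0.29 for 3), against -0.22 to 0.14 for other pairs, and 9 of 12 arrays were closest to an array of their own number, a hint from the data and not from the design. With the number as a block, 347 were higher after UV with the vector, the interaction had 69 calls, and 3 lists shifted for the interaction. The values of single genes given elsewhere come from the fit without the block. With it, 545 values of named genes kept their label, 5 became stronger, 0 weaker and 0 reversed.

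Without the arrays numbered 3, 371 were higher after UV with the vector and 293 with BRG1, and the interaction had 165 calls. With scaling to the hybridization controls, 119 were higher and 2264 lower after UV with the vector, and 85 and 4330 with BRG1.

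Leaving out single arrays gave 2060 to 2596 higher and 1181 to 1490 lower with BRG1 without UV, 2181 to 2647 and 1612 to 2033 with UV, 135 to 274 and 852 to 1271 after UV with the vector, 124 to 210 and 1287 to 2024 with BRG1, and 6 to 23 for the interaction. It was 6 without mock-treated SW13+BRG1 array 2 or UV-treated SW13+vector array 1 or 2, 7 without mock-treated SW13+BRG1 array 1, 8 without UV-treated SW13+BRG1 array 2 and 10 without UV-treated SW13+vector array 3. The overlaps ranged from 1640 to 1895 and 858 to 989, genes from 1155 to 1340 and 641 to 834, repair genes called from 5 to 7, and p53 targets from 7 to 8 higher and 1 to 2 lower, with 2 lower without mock-treated SW13+BRG1 array 3 or SW13+vector array 1 or 2.

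Of the values of named genes, 3 reversed: RGCC after UV with BRG1 under the floor (-0.00996), and with the mean over probe sets LINC00662 after UV with the vector (-0.17) and BICD1 with BRG1 without UV (1.11). With single arrays left out 6344 kept their label, 226 became weaker, 30 stronger and 0 reversed, and under the other settings 8143 were kept, 499 became weaker and 90 stronger. Signals near background limit any fold, since MAS signals under the median of an array carry little above it.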

Differences from the paper's values

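Of the tests named in this part, the fit without the arrays numbered 3 was chosen after the data had been seen, and so was the count of genes in place of probe sets, with directions turned, for the paper's counts. The others were set before.

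More probe sets rose after UV here than the paper's genes: 217 with the vector (93 genes) against the paper's 53, 183 with BRG1 (86 genes) against the paper's 61, 330 in either line (155 genes) against the paper's 87, and 113 with BRG1 alone (62 genes) against the paper's 34. The paper counts genes, and counted so the value with BRG1 lies within 1.5-fold of the paper's. Among the 25 alternatives set before the data were examined, the filter at the 75th percentile brings the probe sets within 1.5-fold for BRG1, with 80, and for BRG1 alone, with 34. None does for the vector, where they range from 1 to 1116, or for either line, from 6 to 1957. Counted in genes, 10 alternatives come within 1.5-fold for the vector: the filter at the 75th percentile (45), a common median (75), log2 of the signal plus 16 (58), only the arrays compared (49), and leaving out UV-treated SW13+vector array 1 (59), 2 (58) or 3 (68), mock-treated SW13+BRG1 array 2 (75) or UV-treated SW13+BRG1 array 1 (77) or 2 (76). For either line these are 7: the filter at the 75th percentile (64), log2 of the signal plus 16 (91), only the arrays compared (94), and leaving out UV-treated SW13+vector array 1 (117) or 2 (121) or UV-treated SW13+BRG1 array 1 (130) or 2 (120). For BRG1 alone they are log2 of the signal plus 16 (33), only the arrays compared (45), and leaving out UV-treated SW13+BRG1 array 2 (44) or 3 (46). The other alternatives do not. The share of the UV-raised probe sets that were called with BRG1, 55.5% against the paper's 70%, lies within 1.5-fold under each of them.

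With BRG1, 2509 probe sets and 1291 genes were higher without UV against the paper's 599 genes, and the 725 genes that were lower lie within 1.5-fold of it, so the value fits once the direction is turned. Likewise 1403 probe sets were lower against the paper's 1004, which lies within 1.5-fold, as do the 1291 genes that were higher. With UV, 2506 probe sets were higher against the paper's 806, to which the 949 lower genes come within 1.5-fold, and 1949 probe sets were lower against the paper's 1249, to which the 1359 higher genes do. In genes with the direction turned, each of these 4 stays within 1.5-fold under 23 of the 25 alternatives, all but no fold threshold and the adjusted Welch test. In probe sets with the direction as printed, the adjusted Welch test comes within 1.5-fold for the higher ones, with 561 and 696, and no other alternative does. For the lower ones with UV 10 do: the filter at the 75th percentile (1318), log2 of the signal plus 16 (1487), only the arrays compared (1772), the Welch test without adjustment on log2 values (1737) or linear signals (1813), and leaving out mock-treated SW13+vector array 1 (1868) or 2 (1873) or UV-treated SW13+vector array 1 (1632), 2 (1612) or 3 (1851).

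Higher in both conditions were 1846 probe sets against the paper's 62, which none of the alternatives reaches (231 to 2831), and lower in both 989 against the paper's 108, which the adjusted Welch test reaches with 109. In genes with the direction turned, 541 were lower in both against the paper's 62 (125 to 1464) and 1017 higher in both against the paper's 108 (266 to 1735), which none reaches. Changed genes made 14.6% of the 13784 tested and 10.2% of the 19775 on the array, and changed probe sets 7.16% of those on the array, against the paper's 4.8% of human genes, whose denominator is not given in the sources used here. Under the adjusted Welch test the share of tested genes was 4.89%, and under none of the other alternatives does it come within 1.5-fold. The adjusted Welch test, however, called 561 probe sets higher and 262 lower with BRG1 without UV, whereas Table S3A has 2306 entries. After UV it called 1 probe set higher with the vector and 5 with BRG1, whereas Tables S2A and S2B list 57 and 64. Its match to the paper's share therefore does not extend to these lists. The paper used a Welch test with a threshold of p under 0.05 and a fold of 2, and whether p was adjusted is not given in the sources used here. The p here was adjusted and the test was limma.

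Of the probe sets called with BRG1 without UV, more were higher (2509) than lower (1403), whereas the paper has fewer increased than reduced genes. Its Table S3A, in the part held here, the first 1195 of 2306 entries, lists probe sets that are all higher with BRG1, as on the arrays. These are most of its entries, so in probe sets that table too has more higher than lower with BRG1.

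Of 46 repair genes tested, 5 were called at a fold change over 2 without UV, whereas to the paper none seemed significant at that fold. The list was drawn up here, the paper's own is not given in the sources used here, and the 5 are subunits of clamp loader and polymerases with roles in replication. Leaving out single arrays gave 5 to 7, and the lowest count under any alternative was 3, by the adjusted Welch test. Neighbouring genes were called together more often than under permutation, 230 pairs higher against 120.4, whereas the paper describes the changed genes as dispersed without hot-spots.

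SNAI1 was lower with BRG1 without UV (-2.70), whereas the paper has it raised in the gel. For the arrays the paper refers to its list after UV, where SNAI1 changed by -0.12 here and was not called. The change without UV was not called under the floor (-0.94), with only the arrays compared, or by the Welch test on log2 values, and no setting called it higher. CDKN1A and CCNG2 were not called with BRG1 without UV, whereas the paper lists them as raised. CDKN1A was called without mock-treated SW13+vector array 3 (1.17) or SW13+BRG1 array 2 (1.27), and CCNG2 (1.11) in the fit without the arrays numbered 3, which was chosen after the data had been seen and drops the call of 1 gene the paper names, HBEGF. PML, also raised in the paper, was not called on its brightest probe set (0.58) and was called on 5 of 9 tested, among them the one in Table 4 (3.52), and with the mean over probe sets (1.98). CDH1, which the paper reports as raised, lay under the filter, and without a filter it was not called (1.29, standard error 0.92, without UV and 2.54 with UV). The legend of Fig. 1 describes its 61 as raised only with BRG1, whereas its diagram has part of them in both lines, and here 70 probe sets were raised in both. Table 1 holds 37 probe sets, and its title gives 34 genes. IL8 (CXCL8), MAFF and ATF3 are each listed there with more than 1 probe set. The 2 numbers therefore differ by what is counted and do not conflict.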

Other observations

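Of the tests in this part, that of the zinc finger genes and the scaling to hybridization controls were chosen after the results had been seen. Among the transcripts that fell most after UV were those of some transcription factors. MEOX2, a homeobox factor, fell from a mean signal of 682 ± 75.5 (SD) to 162 ± 27.7 with the vector and from 114.5 ± 10.9 to 12.7 ± 5.12 with BRG1, and IKZF2, a zinc finger factor of lymphocytes, from 331 ± 39.6 to 29.7 ± 5.99 and from 290 ± 29.2 to 58.8 ± 4.14. The zinc finger gene ZNF680 fell by 2.36 (standard error 0.36) and 3.46 (0.36) on the log2 scale, and RFX7 by 2.62 (0.28) and 2.81 (0.28). Of TGF-β and YAP targets, SMAD6 fell by 2.98 (0.55) with BRG1, in 2 of 3 tested probe sets, and CCN1 from 2198 ± 753.5 to 641 ± 109.9 with BRG1, while with the vector its change from 811 ± 77.1 to 484 ± 44.0 was under 2-fold. CCN2 fell from 7936 ± 851.7 to 3018 ± 292.5 with the vector and went the other way with BRG1, from 682 ± 499.6 to 1113 ± 302.9, not called. The text of the paper names none of these.

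A few markers of other cell types and stress genes differed between the lines. SCG2, a secretory granule protein, was 1879 ± 392.1 with the vector and 11.2 ± 2.46 with BRG1 without UV, and PTPRC, the leukocyte antigen CD45, 123 ± 41.4 and 7.07 ± 1.31. ASNS, asparagine synthetase, and HSPH1, a heat shock protein, were lower by -1.40 (standard error 0.10) and -1.36 (0.10), and HMOX1, heme oxygenase, was higher by 1.08 (0.23), a call lost without mock-treated array 3 of SW13+vector (0.97) or SW13+BRG1 (0.83).

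The lists named so far only as tested gave these counts with BRG1 without UV, none shifting as a set at the preset correlation. Of 24 SWI/SNF subunits 0 were higher and 1 lower, of 21 genes of the unfolded protein and heat shock response 1 and 2, of 6 adrenal cortex genes 0 and 0 by limma (1 and 0 over the list alone), of 20 neuronal and neuroendocrine markers 2 and 6, of 8 blood cell markers 0 and 1, of 3 endothelial markers 0 and 0, of 12 reference genes 0 and 0, and of 36 immediate early genes 12 and 9.

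After UV, lists shifted that the passages give by their members. Of 29 histone genes 4 were higher and 0 lower with the vector and 1 and 0 with BRG1. Their median log2 fold changes were 0.53 and 0.35. With BRG1 the median becomes -0.04 when arrays are scaled to the hybridization controls. That scaling moves all probe sets of an array alike, with BRG1 after UV from a median of -0.06 to -0.45. The change of sign therefore follows from the scaling and does not test the list against other genes. Kinase inhibitors of the cell cycle had 3 higher and 0 lower with the vector and 3 and 2 with BRG1. Their median with BRG1, 0.15, becomes -0.24 under that scaling, by the same shift of all probe sets. Wnt genes had 0 higher and 7 lower with the vector and 0 and 10 with BRG1, TGF-β and YAP targets 0 and 3, and 0 and 5, and axon guidance genes 0 and 6, and 0 and 3, each with a median under 0 under every scaling. Reference genes moved up without a call with the vector, with a median of 0.31, and had 0 higher and 1 lower with BRG1 with a median of 0.41, which flips to -0.03 with quantile normalization. TBP, the one called, fell by 1.11 (standard error 0.19), and stayed under 2-fold with quantile normalization (-0.87). None of these lists passes with the correlation between genes estimated from the data.

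SWI/SNF subunits had 0 higher and 2 lower after UV in each line. With BRG1 these were ARID1A and ARID2, the latter lower by 1.30 (standard error 0.18) in all 4 of its tested probe sets. In the unfolded protein and heat shock response 3 fell and 0 rose with BRG1, CHAC1, a stress gene that cleaves glutathione, from 32.4 ± 7.78 to 5.01 ± 1.15, and DDIT4 and HERPUD1 by 2.90 (0.84) and 1.10.

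Zinc finger genes were over-represented among the transcripts that fell. With the vector 30 of 416 were lower after UV, 7.21% against 4.09% of other genes (odds ratio 1.82, interval 1.20 to 2.67), and the share stayed above that of other genes with quantile normalization (4.81% against 2.92%), a common median (7.69% against 4.12%) and the hybridization controls (13.5% against 7.77%). As a hypothesis, short-lived transcripts could be lost faster with BRG1 after UV, which the odds ratio of 5.07 there is consistent with. A direct comparison of the lines was not made for this class, and half-lives were not measured.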
